# Differential Expression of miRNAs in the Respiratory Tree of the Sea Cucumber *Apostichopus japonicus* Under Hypoxia Stress

**DOI:** 10.1534/g3.117.1129

**Published:** 2017-09-15

**Authors:** Da Huo, Lina Sun, Xiaoni Li, Xiaoshang Ru, Shilin Liu, Libin Zhang, Lili Xing, Hongsheng Yang

**Keywords:** miRNA, sea cucumber, hypoxia stress, respiratory tree, Illumina deep sequencing

## Abstract

The sea cucumber, an important economic species, has encountered high mortality since 2013 in northern China because of seasonal environmental stress such as hypoxia, high temperature, and low salinity. MicroRNAs (miRNAs) are important in regulating gene expression in marine organisms in response to environmental change. In this study, high-throughput sequencing was used to investigate alterations in miRNA expression in the sea cucumber under different levels of dissolved oxygen (DO). Nine small RNA libraries were constructed from the sea cucumber respiratory trees. A total of 26 differentially expressed miRNAs, including 12 upregulated and 14 downregulated miRNAs, were observed in severe hypoxia (DO 2 mg/L) compared with mild hypoxia (DO 4 mg/L) and normoxic conditions (DO 8 mg/L). Twelve differentially expressed miRNAs were clustered in severe hypoxia. In addition, real-time PCR revealed that 14 randomly selected differentially expressed miRNAs showed significantly increased expressions in severe hypoxia and the expressions of nine miRNAs, including key miRNAs such as Aja-miR-1, Aja-miR-2008, and Aja-miR-184, were consistent with the sequencing results. Moreover, gene ontology and pathway analyses of putative target genes suggest that these miRNAs are important in redox, transport, transcription, and hydrolysis under hypoxia stress. Notably, novel-miR-1, novel-miR-2, and novel-miR-3 were specifically clustered and upregulated in severe hypoxia, which may provide new insights into novel “hypoxamiR” identification. These results will provide a basis for future studies of miRNA regulation and molecular adaptive mechanisms in sea cucumbers under hypoxia stress.

Sea cucumber (*Apostichopus japonicus*), which has a high nutritional and pharmaceutical value, is an important economic species that is widely cultured in East Asia, and in China, 90,000 tons (live weight) are harvested every year (Chang and Song 2004; Wang *et al.* 2005, 2015). Suitable environmental factors, such as temperature, salinity, and dissolved oxygen (DO), are important in the aquaculture of sea cucumber. Previous research has illustrated that the DO level should be maintained over 4 mg/L in agriculture ponds (Song 2009). However, since 2013, sea cucumbers have encountered huge mortality in summer because of hypoxia, which is often defined as DO levels below 2 mg/L in aquatic systems (Huang *et al.* 2012; Liu 2014). Hypoxia stress, which is caused by environmental deterioration in summer, can have lethal and sublethal consequences for harvested sea cucumbers, resulting in enormous mortality of the species in aquaculture and resource degradation. It has become one of the limiting factors for the sustainable development of the industry. However, despite several studies devoted to the physiological characteristics, including oxygen consumption rate, carbohydrate metabolism, and enzyme activity (Ross Ellington and Hammen 1977; Qian 2011; Zheng 2014; Li 2016), little is known about the molecular regulatory mechanisms that enable sea cucumbers to cope with hypoxia stress.

MicroRNAs (miRNAs) are endogenous noncoding small RNAs with 22 nucleotides, which play important roles in various physiological processes, including proliferation, differentiation, apoptosis, and immune responses (Bartel 2004; Chen *et al.* 2004; Croce and Calin 2005; Pedersen *et al.* 2007). By binding to target mRNA transcripts, miRNAs can reversibly inhibit translation of mRNAs and/or target them for degradation, thus they are now recognized as key regulators of gene expression (Bartel 2004). MiRNAs are sensitive to environmental changes, and their differential expression is important for the adaption of organisms to the environment (Kim *et al.* 2014). A previous study showed that miRNAs may play a key role in achieving a hypometabolic state among stress-tolerant animals (Chen *et al.* 2013). In recent years, a multitude of reports have demonstrated that specific miRNAs are involved in the hypoxic response and contribute to the regulation of hypoxia-related genes, such as *HIF*, *VEGF*, and *argonaute2* (Hua *et al.* 2006; Donker *et al.* 2007; Camps *et al.* 2008; Fasanaro *et al.* 2008; Guimbellot *et al.* 2009; Yeh *et al.* 2013). The regulation of organisms to cope with hypoxia stress is under the control of specific hypoxia-inducible miRs, which are also known as “hypoxamiRs” (Chan *et al.* 2012; Greco *et al.* 2014). MiR-210, the most accepted master hypoxamir (Chan *et al.* 2012), and other multiple hypoxamirs, including miR-200b (Ye *et al.* 2011), miR-199a (Rane *et al.* 2009), miR-21 (Cheng *et al.* 2010), miR-23a (Sayed *et al.* 2010), and miR-181c (Zhang *et al.* 2012), have been demonstrated to directly target important gene transcripts that regulate cell proliferation, DNA repair, antiinflammatory factors, apoptosis, and angiogenesis, among the adaptions in organisms toward hypoxic conditions. A few miRNA expression profiles have been successfully constructed in aquatic species under hypoxia stress, including river prawn (*Macrobrachium nipponense*), medaka (*Oryzias melastigma*), darkbarbel catfish (*Pelteobagrus vachelli*), and intertidal snail (*Littorina littorea*) (Biggar *et al.* 2012; Lau *et al.* 2014; Sun *et al.* 2016; Zhang *et al.* 2016). In *A. japonicus*, miRNA expression profiles constructed by high-throughput sequencing methods have been applied in different studies, such as regeneration, aestivation, skin ulceration syndrome (SUS), and specific tissues (Li *et al.* 2012; Chen *et al.* 2013; Wang *et al.* 2015; Sun *et al.* 2017). However, “hypoxamiRs” have not yet been reported in sea cucumber and very few have been reported in studies of Echinoderms. More efforts are needed to uncover the regulation mechanisms of miRNAs in response to hypoxia stress in Echinoderms.

In this work, we present for the first time an analysis of the global profile of small RNAs in sea cucumbers using Illumina sequencing technology, and compare them in hypoxia (DO 2 mg/L and DO 4 mg/L) and normoxic (DO 8 mg/L) states. We focus on the respiratory tree because it is the major tissue responsible for respiration and metabolism of sea cucumbers under adverse conditions. The main objectives are to identify and characterize miRNAs, which may play a major role in regulating genes related to hypoxia and stress resistance. Real-time PCR was used to confirm differentially expressed miRNAs. Our findings will be helpful in the further study of sea cucumber biomarkers and hypoxamiR identification under hypoxia stress and will provide important new insights into the molecular mechanisms in sea cucumbers for coping with hypoxic environments.

## Materials and Methods

### Animals

Sea cucumbers (body weight 100 ± 20 g) were collected from the coast of Weihai, China (East Ocean Science and Technology Co., Ltd). After weighing, they were acclimated in tanks containing aerated sand-filtered seawater (salinity 30‰, pH 8.0) at 15 ± 1° for 1 wk before use and were fed once a day at 11:00 am. Remaining feed was removed daily during the acclimation and experimental periods. All animals were then divided randomly into three groups. One group of sea cucumbers was maintained as the control group (DO8 group) in water with a high DO level of 8 mg/L, and the other two groups were kept in sea water with nitrogen aeration to gradually decrease DO to 4 mg/L (DO4 group) and 2 mg/L (DO2 group) for 3 d. Following exposure, specified quantities of sea cucumbers were dissected promptly and tissues were sampled to be preserved in liquid nitrogen and stored at −80° until subsequent analysis. In this study, three biological replicates were set in each group. The respiratory trees of three sea cucumbers were sampled for RNA extraction in each biological replicate. For instance, DO2_1, DO2_2, and DO2_3 were set in the DO2 group, which means that the nine healthy sea cucumbers were selected for further experimentation after exposure to DO levels of 2 mg/L for 3 d. No dead or dying animals were used in this section, ensuring the changes in miRNA expression were due to hypoxia.

### Small RNA library construction and sequencing

Respiratory tree tissue samples from nine sea cucumbers (three biological replicates × three sea cucumbers per biological replicate) randomly selected from each group were used in this study. Total RNA from each sample was extracted using an Animal Tissue RNA Purification Kit (LC Sciences, Houston, TX) according to the manufacturer’s instructions. Total RNA quality was checked with a Bioanalyzer 2100 (Agilent, Santa Clara, CA) with RNA integrity number >7.0. Total RNA of the sea cucumbers was mixed in equal amounts into nine pooled samples [severe hypoxia stress (DO 2 mg/L): DO2_1, DO2_2, DO2_3; mild hypoxia stress (DO 4 mg/L): DO4_1, DO4_2, DO4_3; normoxic condition (DO 8 mg/L): DO8_1, DO8_2, DO8_3]. Subsequently, a small RNA library was prepared according to the protocol of TruSeq Small RNA Sample Prep Kits (Illumina, San Diego, CA). Next, a 16–30 nt size range of RNA was purified from 15% polyacrylamide gels and then ligated sequentially to 5′ and 3′ adapters. Reverse transcription was performed followed by polymerase chain reaction (PCR) amplification. The purified PCR products were sequenced by Illumina Hiseq2500 Analysis (LC-BIO, Hangzhou, China).

### Sequence data analysis

The raw reads obtained from Hiseq2500 sequencing were trimmed. Clean data were processed by removing low-quality reads, reads with 5′ primer contaminants, reads without 3′ adapters, reads without insert fragments, reads of <18 nt, and reads containing poly(A). ribosomal RNA (rRNA), transfer RNA (tRNA), small nuclear RNA (snRNA) and small nucleolar RNA (snoRNA) were identified and removed by blasting against the GenBank database (http://blast.ncbi.nlm.nih.gov) and the Rfram database (http://rfam.xfam.org/). Because no miRNA information on the sea cucumber was in the miRBase21.0, the remaining clean reads were aligned to all known precursor/mature miRNAs of all animal species in miRBase 21.0 with ≤2 matches. The miRNAs with the highest expression for each mature miRNA family were selected as the temporary miRNA database. Clean data were aligned to the above temporary miRNA database, and the expression of miRNA was determined after summing the count of reads aligned to the temporary miRNA database with ≤2 mismatches. Finally, the precursor of the identified miRNAs was predicted, and molecules that could not fold into a hairpin structure were regarded as pseudo-miRNA. Potentially novel miRNAs were identified using MIREAP (http://sourceforge.net/projects/mireap/) with stem-loop structure prediction, as previously described (Chen *et al.* 2013).

Differentially expressed miRNAs were calculated by comparing the miRNA expression between control (DO8 group) and treatment (DO2 and DO4 group) samples. The expression of miRNA in control and treatment samples was normalized to determine the expression of reads per million (RPM). The normalization formula was: Normalized expression = Actual miRNA count/Total count of clean reads × 1,000,000. The final RPM between the biological replications was obtained through averaging. The log_2_(fold-change) and *P*-value were calculated from the normalized expression. Fold-change = Treatment-mean/Control-mean and *P*-value was:

$$P\left(y|x\right)={\left(\frac{N2}{N1}\right)}^{Y}\frac{\left(x+y\right)!}{x!y!{\left(1+\frac{N2}{N1}\right)}^{\left(X+Y+1\right)}}$$.

If the normalized expression was zero, it was changed to 0.01. A *P* < 0.05 was used as the criterion to determine the significance of the difference in miRNA expression. A heatmap of the differentially expressed miRNAs was constructed using the pheatmap package in R (version 3.1.3). All unique and shared differentially expressed miRNAs in the three groups were presented in a Venn diagram using Venny 2.1 (http://bioinfogp.cnb.csic.es/tools/venny/index.html).

### miRNA target prediction and gene ontology (GO) enrichment analysis

The 3′UTRs from the sea cucumber transcriptome assembly (Sun *et al.* 2011; Du *et al.* 2012) were extracted as the candidate database to predict the target genes using RNAhybrid software. Two computational target prediction algorithms (TargetScan 50 and miRanda 3.3a) were used to predict the genes targeted by differentially expressed miRNAs. The target genes were removed according to the following criteria: (1) context score percentile <50 calculated by TargetScan algorithms; and (2) max energy >−10 calculated by miRanda algorithms. The intersection of these two softwares was taken as the ultimate genes targeted by differentially expressed miRNAs. The network of predicted genes of miRNAs was shown using Cytoscape 2.8.3 software (Shannon *et al.* 2003).

The target genes of differentially expressed miRNAs were mapped to GO terms in the database (http://www.geneontology.org) using the program Blast2GO and the Kyoto Encyclopedia of Genes and Genomes Pathway database (KEGG) (http://www.genome.jp/kegg) for GO and KEGG analyses. The GO and pathway terms conforming to a *P* ≤ 0.05 through Bonferroni’s correction were defined as significantly enriched GO terms and pathways.

### Quantitative miRNA real-time PCR assay

For miRNA analyses, 1 μg of total RNA was reverse-transcribed with miRNA-specific stem-loop RT primers and reverse transcriptase M-MLV (RNase H^−^) (Takara, Shiga, Japan) according to the experimental protocol. Stem-loop reverse transcription primers were designed following a method described by Chen *et al.* (2005). The reaction proceeded for 10 min at 25°, 50 min at 42°, followed by 5 min at 85°, and a final hold at 4°. The cDNA was amplified by real-time PCR using Platinum SYBR Green qPCR SuperMix-UDG (Invitrogen, Carlsbad, CA) with miRNA-specific forward and reverse primers (Supplemental Material, Table S1) As an internal control to normalize for technical variations, 5.8 s rRNA was also amplified. All reactions were performed on three biological replicates, each of them being run three times. The 2^−ΔΔCT^ method was used to analyze the relative expression level of miRNA, and the level of significance was analyzed by SPSS statistics 18.0 software.

### Data availability

All raw data are available in the GEO database (GSE100603). Table S1 contains selected miRNAs and their primer sequences used for real-time PCR. 

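Each reverse-transcription primer of Table S1 is a stem-loop whose last 6 or 7 bases pair with the 3′ end of its miRNA, and each forward primer ends in a stretch of the miRNA sequence. Set against the sequences of all 475 entries in the files, the 14 primer pairs each matched the entry that holds the Table 2 values of their miRNA. These pairs include one for Aja-miR-2013-3p and none for Aja-miR-2011-3p, which the paper names among the miRNAs taken to PCR. The forward primers had 12 to 17 bases in common with that entry, and a match needed at least 10. The pair for Aja-miR-125-5p also matched an additional entry of the miR-125 family. The forward primers of Aja-miR-1, Aja-miR-184, Aja-miR-200-3p and Aja-miR-71-5p each also matched a longer, shorter or variant form, namely Aja-miR-1a-3p, Aja-miR-184-3p, Aja-miR-200 and Aja-miR-71a. In this comparison of sequences, only the match of the reverse-transcription primer to the 3′ end told these forms apart. Whether the PCR separates them was not tested.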

Table S2 includes predicted target annotations of differentially expressed miRNAs. Figure S1 presents length distributions of reads in nine libraries.

## Results

### Small RNA library construction

To identify differentially expressed miRNAs of sea cucumbers under hypoxia stress, nine small RNA libraries (treatments: DO2_1, DO2_2, and DO2_3; DO4_1, DO4_2, and DO4_3; controls: DO8_1, DO8_2, and DO8_3) were constructed from the respiratory tree of sea cucumber. 

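The respiratory tree, the organ through which sea cucumbers take up oxygen, was sampled after 3 days at a dissolved oxygen of 2 mg/L (DO2), 4 mg/L (DO4) or 8 mg/L (DO8). Each group had 3 libraries (n = 3), and each library was made from the pooled tissue of 3 sea cucumbers, so errors describe the spread between pools. The deposited values are a signal: reads per miRNA, scaled with 1 factor per library whose source is not known, after removal of rRNA, tRNA, snRNA and snoRNA reads and alignment to the known miRNAs of animals. In each library the values rose in steps. The worth of 1 read was the multiple of the step that brought the predicted miRNAs closest to their reads in Table 1. Of the values, 96% to 100% lay within 0.02 of a read from a whole number of sixths of a read. The reads behind each value were worked out in this way. These miRNA reads were 335658, 628808 and 1740914 in the DO2 libraries, 4795819 to 6024869 in DO4 (median 5319288) and 4681523 to 5720697 in DO8 (median 5464012). The DO2 libraries held fewer than the other 6 (two-sided exact permutation test, p = 0.0238, the smallest that 3 libraries against 6 allow). Table 1 of the paper gives 1.61 to 1.78 times as many miRNA reads, and the values used here rest on the lower numbers. By the same table, miRNAs were 5.55% to 25.8% of the clean reads in DO2 and 76.4% to 91.7% in the other groups, and rRNA was 4.44% to 7.15% against 0.130% to 0.447%. The value of 1 read was therefore 1.22 to 6.18 in the DO2 libraries and 0.556 to 0.682 elsewhere, and the smallest listed value was 3.04 to 12.4 against 0.741 to 1.10. An entry listed at 0 in a DO2 library is accordingly less well bounded than in DO4 or DO8. The values were taken as log2(value + 1) and tested with limma 3.58.1, all 9 libraries in one fit, for the 90 entries listed in all 3 libraries of at least 1 group; p values were adjusted after Benjamini and Hochberg and the threshold was an adjusted p of 0.05. Means are of the deposited values, with SD.

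**Figure D1:**
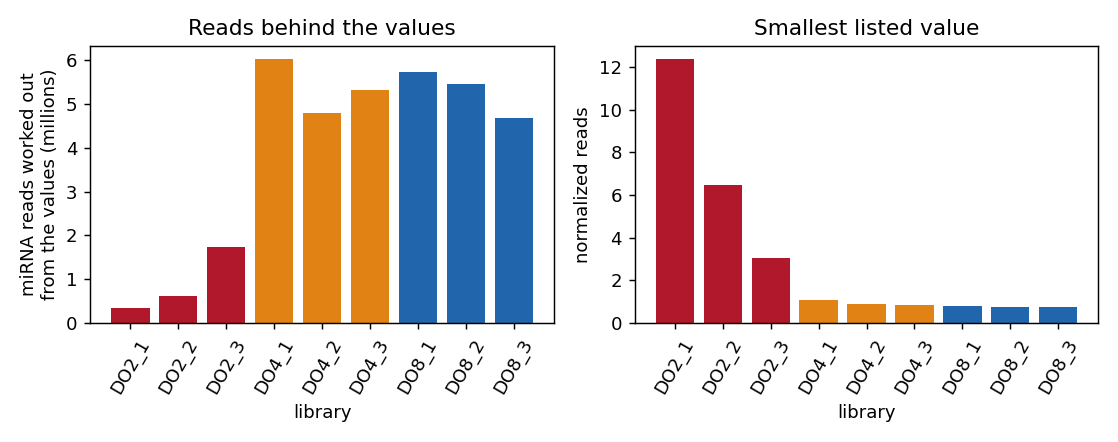
Left, miRNA reads worked out from the values for each of the 9 libraries in the DO2, DO4 and DO8 groups; right, the smallest value listed in each library, in the deposited unit. The DO2 libraries held 335658 to 1740914 reads and the others at least 4681523, while the smallest listed value was highest in DO2_1 at 12.4.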

All raw data have been submitted to the GEO database (GSE100603). High-throughput Illumina Hiseq2500 sequencing of these small RNA libraries yielded a total of 10,215,631 ± 689,938 (DO2), 10,901,071 ± 748,868 (DO4), and 11,064,987 ± 476,564 (DO8) high-quality clean reads, ranging from 16 to 30 nt after trimming the adapter sequences (Table 1). 

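Conserved miRNAs made up most of the signal in every library. The most abundant was Aja-miR-10-5p, a member of an ancient family encoded among the Hox genes, which took 49.7% of the values over the 9 libraries. It was followed by Aja-let-7-5p, a regulator of developmental timing, at 11.0%, Aja-miR-125-5p at 8.99%, Aja-miR-92a at 8.19% and Aja-miR-71-5p at 3.70%. Within groups, the share of Aja-miR-10-5p was 43.9% ± 5.72 in DO2, 50.5% ± 0.620 in DO4 and 52.3% ± 7.43 in DO8 (SD, n = 3). The groups overlapped or lay close (two-sided exact permutation tests, p = 0.2 for DO2 against DO8, 0.2 for DO2 against DO4 and 0.9 for DO4 against DO8, where 0.1 is the smallest possible with 3 libraries against 3). Aja-let-7-5p had 250522 ± 48341 in DO2, 402812 ± 115346 in DO4 and 302955 ± 57051 in DO8, and Aja-miR-92a had 208253 ± 56399, 308131 ± 103631 and 194072 ± 43684 (SD, n = 3); neither passed the test in any comparison. All miRNA values of a library summed to between 2029412 and 2118834 in DO2, 3269840.4 and 3984844 in DO4 and 2718921 and 3420135 in DO8, so the authors' scaling did not bring the libraries to 1 total (two-sided exact permutation test of DO2 against the other 6 libraries, p = 0.0238).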

A total of 12,343 (DO2_1), 12,155 (DO2_2), 6413 (DO2_3), 1911 (DO4_1), 2930 (DO2_2), 3149 (DO2_3), 1442 (DO8_1), 1498 (DO8_2), and 3862 (DO8_3) unique small RNAs were identified as either rRNA (10,677, 10,094, and 4844 for DO2; 1566, 2396, and 2438 for DO4 ; 1055, 1032, and 3036 for DO8), snRNA (469, 511, and 373 for DO2; 48, 32, and 39 for DO4; 226, 19, and 28 for DO8), snoRNA (79, 102, and 91 for DO2; 35, 19, and 22 for DO4; 14, 14, and 24 for DO8), and tRNA (1107, 1363, and 926 for DO2; 303, 472, and 629 for DO4; 339, 429, and 766 for DO8) against NCBI GenBank and the Rfam 10.1 database using BLAST searches (Table 1). After removing the above small RNAs, the other RNAs were further analyzed for the identification of sea cucumber respiratory tree miRNAs against the latest miRBase release version 21.0. A total of 99, 180, and 299 unique miRNAs were searched in the three DO2 libraries; 142, 121, and 185 unique miRNAs were searched in the three DO4 libraries; and 103, 118, and 117 unique miRNAs were searched in the three DO8 libraries. 

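The number of miRNAs listed differed between libraries mainly in the predicted miRNAs. The 3 DO2 libraries listed 84, 164 and 278 entries, the DO4 libraries 124, 103 and 157, and the DO8 libraries 87, 100 and 101. Known miRNAs numbered 73 to 99 per library in DO2, 85 to 136 in DO4 and 84 to 96 in DO8, whereas predicted miRNAs numbered 11, 85 and 179 in DO2, 11 to 39 in DO4 and 3 to 8 in DO8. DO4_3 held the most known miRNAs, 136 of 186, and 42 of these were listed in no other library. It listed 9 of the 11 miRNAs of vertebrate blood and liver, against 0 to 4 in each other library, and of these 11 miRNAs 4 were among the 42 (Fisher's exact test against the other known miRNAs, two-sided p = 0.272). Other lists were also fuller in DO4_3, with 9 of 9 miRNAs of the hypoxia-regulated families named in the introduction (3 to 5 elsewhere), 7 of 8 epithelial, ciliary and sensory miRNAs (3 to 5) and 3 of 3 digestive tract miRNAs (1). Among the blood and liver miRNAs, Aja-miR-122-5p, a liver miRNA of vertebrates, had 286 reads in DO4_3 and at most 12 elsewhere. In all entries listed, DO2 overlapped DO8 and DO4 (two-sided exact permutation tests, p = 0.4 and 0.6), while every DO4 library listed more than every DO8 library (p = 0.1, the smallest that 3 libraries against 3 allow). At a value of at least 10, which DO2_1 reaches with 2 reads, the DO8 libraries listed 65 to 67 entries and the DO2 libraries 84 to 225.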

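miRNA entries of 22 nt carried 89.6% of all values, spread over 116 sequences that include Aja-miR-10-5p and the let-7 members. Entries of 21 nt, among them Aja-miR-2008 and Aja-miR-71-5p, carried 7.49%, and entries of 20 nt carried 2.49%. The share at 22 nt was 88.4% ± 1.59 in DO2, 90.5% ± 2.63 in DO4 and 89.0% ± 1.96 in DO8 (SD, n = 3). It did not differ beyond the spread between libraries (two-sided exact permutation tests, p = 0.8 for DO2 against DO8, 0.3 for DO2 against DO4 and 0.5 for DO4 against DO8). Entries under 20 nt, to which Aja-miR-1, Aja-miR-2835 and the first predicted miRNA of Table 2 belong, carried 0.224% ± 0.0604 in DO2, 0.118% ± 0.120 in DO4 and 0.110% ± 0.0153 in DO8. These lengths are of the annotated miRNAs, and other small RNAs are not in the values.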

The curves of the corresponding length distributions of reads show similar trends between these libraries by following a typical distribution pattern, and the majority of sequences were 22 nt in length (Figure S1). A Venn diagram shows the number of specific and common miRNAs in the three groups (Figure 1). Among them, 75 were classified as common miRNAs, seven as specific miRNAs in the DO2 library, seven as specific miRNAs in the DO4 library, and six as specific miRNAs in the DO8 library.

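Most miRNAs that were regularly detected were shared by all 3 oxygen levels. Of 90 miRNAs listed in all 3 libraries of at least 1 group, 62 were listed in all 9 libraries. Detected throughout DO2 alone were 6: the first and the second predicted miRNA of Table 2, Aja-miR-2835, Aja-miR-1973-5p, Aja-miR-4171-5p and Aja-miR-6236. Another 6 met this in DO4 alone, namely the third predicted miRNA of Table 2, Aja-miR-122-5p, Aja-miR-26a-5p, Aja-miR-313, Aja-miR-2478a-5p and the predicted PC-3p-13527_171. In DO8 alone there were 5, Aja-miR-7977, Aja-miR-2478b, Aja-miR-9341, Aja-miR-9341-5p and the predicted PC-3p-22583_90. DO4 and DO8 shared 8 that were missing from at least 1 DO2 library, such as Aja-let-7a-5p and Aja-miR-71b of Table 2. DO2 and DO8 shared 3, one of them Aja-miR-153. The miRNAs of DO4 or DO8 alone were scarce, and after each library was brought down to the depth of the smallest, 0 were specific to DO8, 2 to DO4 and 11 to DO2.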

**Table 1:** Mapping statistics for sea cucumber RNA types from Illumina sequencing reads

	DO2_1				DO2_2				DO2_3			
lib	Total	% of Total	uniq	% of uniq	Total	% of Total	uniq	% of uniq	Total	% of Total	uniq	% of uniq
All clean reads	9,727,619	100.0000	560,047	100.0000	9,914,296	100.0000	404,613	100.0000	11,004,979	100.0000	143,712	100.0000
miRNA	539,420	5.5452	99	0.0177	1,063,953	10.7315	180	0.0445	2,841,858	25.8234	299	0.2081
rRNA	573,572	5.8963	10,677	1.9064	709,358	7.1549	10,094	2.4947	489,000	4.4434	4,844	3.3706
tRNA	31,558	0.3244	1,107	0.1977	44,265	0.4465	1,363	0.3369	51,574	0.4686	926	0.6443
snoRNA	1,146	0.0118	79	0.0141	1,219	0.0123	102	0.0252	1,572	0.0143	91	0.0633
snRNA	139,191	1.4309	469	0.0837	120,438	1.2148	511	0.1263	154,751	1.4062	373	0.2595
novel miRNA	89	0.0009	11	0.0020	536	0.0054	85	0.0210	3,164	0.0288	179	0.1246
Unann	8,442,643	86.7904	547,605	97.7784	7,974,527	80.4346	392,278	96.9514	7,463,060	67.8153	137,000	95.3295
	DO4_1				DO4_2				DO4_3			
lib	Total	% of Total	uniq	% of uniq	Total	% of Total	uniq	% of uniq	Total	% of Total	uniq	% of uniq
All clean reads	11,492,366	100.0000	221,088	100.0000	10,058,997	100.0000	157,861	100.0000	11,151,849	100.0000	100,967	100.0000
miRNA	10,541,644	91.7274	142	0.0642	8,404,678	83.5538	121	0.0766	9,326,745	83.6341	185	0.1832
rRNA	26,732	0.2326	1,566	0.7083	36,744	0.3653	2,396	1.5178	37,310	0.3346	2,438	2.4147
tRNA	6,474	0.0563	303	0.1370	7,643	0.0760	472	0.2990	7,608	0.0682	629	0.6230
snoRNA	327	0.0028	35	0.0158	533	0.0053	19	0.0120	202	0.0018	22	0.0218
snRNA	413	0.0036	48	0.0217	223	0.0022	32	0.0203	348	0.0031	39	0.0386
novel miRNA	797	0.0069	39	0.0176	235	0.0023	11	0.0070	168	0.0015	21	0.0208
Unann	915,979	7.9703	218,955	99.0352	1,608,941	15.9950	154,810	98.0673	1,779,468	15.9567	97,633	96.6979
	DO8_1				DO8_2				DO8_3			
lib	Total	% of Total	uniq	% of uniq	Total	% of Total	uniq	% of uniq	Total	% of Total	uniq	% of uniq
All clean reads	11,169,604	100.0000	156,487	100.0000	11,480,552	100.0000	134,370	100.0000	10,544,806	100.0000	180,413	100.0000
miRNA	10,182,919	91.1663	103	0.0658	9,740,816	84.8462	118	0.0878	8,056,432	76.4019	117	0.0649
rRNA	17,172	0.1537	1,055	0.6742	14,982	0.1305	1,032	0.7680	47,102	0.4467	3,036	1.6828
tRNA	5,624	0.0504	339	0.2166	6,673	0.0581	429	0.3193	10,780	0.1022	766	0.4246
snoRNA	457	0.0041	14	0.0089	308	0.0027	14	0.0104	454	0.0043	24	0.0133
snRNA	226	0.0020	31	0.0198	196	0.0017	19	0.0141	193	0.0018	28	0.0155
novel miRNA	58	0.0005	3	0.0019	55	0.0005	4	0.0030	74	0.0007	8	0.0044
Unann	963,148	8.6229	154,942	99.0127	1,717,522	14.9603	132,754	98.7974	2,429,771	23.0423	176,434	97.7945

Lib, Library; uniq, unique data; rRNA, ribosomal RNA; tRNA, transfer RNA; snoRNA, small nuclear RNA; snRNA, small nucleolar RNA; Unann, unannotated data.

**Figure 1:**
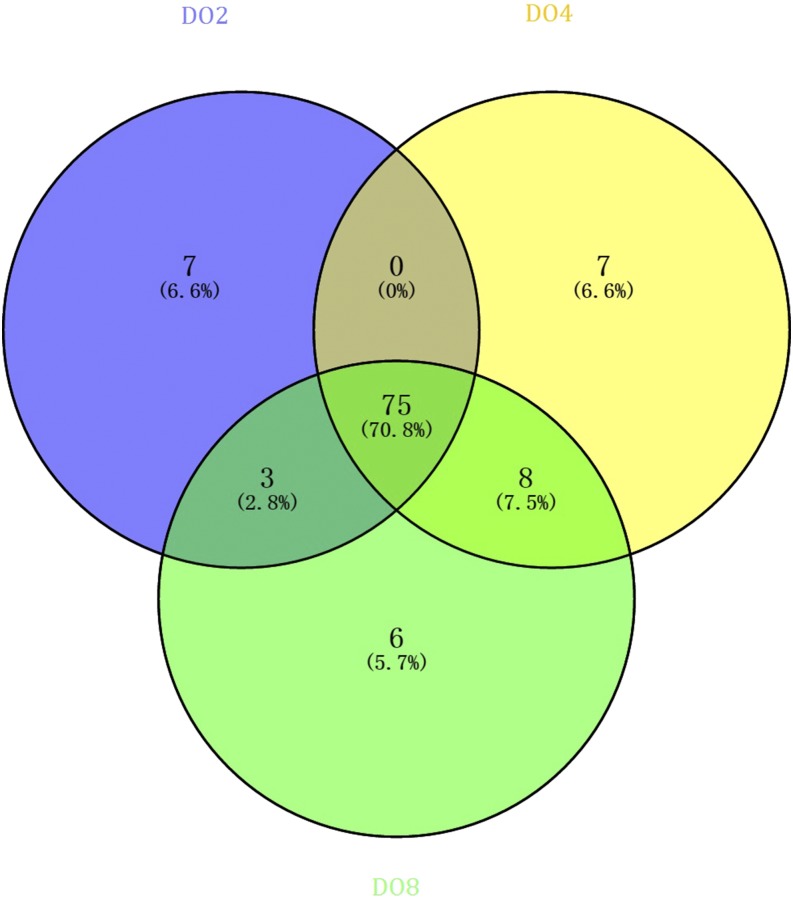
Common and specific sequence summary of unique miRNAs within the DO2 (DO 2 mg/L), DO4 (DO 4 mg/L), and DO8 (DO 8 mg/L) groups.

### Different expression profiles of miRNAs and real-time PCR validation

In this study, 187 known miRNAs and 289 novel miRNAs were identified in the sea cucumber respiratory tree. 

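Known miRNAs accounted for 186 of the entries and predicted miRNAs for 289. The 2 classes differed in how regularly they were seen. Of the known miRNAs, 84 were listed in all 3 libraries of at least 1 group and 69 in a single library. Of the predicted miRNAs, 6 were listed in all 3 libraries of a group, among them all 3 of Table 2, and 244 in a single library. For 185 of these 244 the reads worked out for that library equalled, within 0.02 of a read, the number that ends the entry's name. With a value of at least 10 in some library, 115 known and 211 predicted miRNAs were counted.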

The differentially expressed miRNAs were selected using a *t*-test with *P* < 0.05. 

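Severe hypoxia was accompanied by changes in 17 of the 26 miRNAs of Table 2, and mild hypoxia by none that passed the test against normoxia. Between DO2 and DO8, 8 rose (Aja-miR-2835, the first and the second predicted miRNA, Aja-miR-1, Aja-miR-2008, Aja-miR-153, Aja-miR-1a-3p and Aja-miR-153-3p) and 7 fell (Aja-miR-125-5p, Aja-miR-200-3p, Aja-miR-2013-3p, Aja-miR-7977, Aja-miR-71-5p, Aja-miR-10-5p and Aja-miR-2478a). Between DO2 and DO4 there were 14 changes, 8 up and 6 down, which brought in Aja-miR-375-3p and Aja-let-7a-5p. The remaining 9 passed in no comparison: Aja-miR-184, Aja-miR-71a, Aja-miR-71b, Aja-miR-2011-3p, Aja-miR-31-5p, Aja-miR-29b-3p, Aja-miR-2478b, Aja-miR-2008-5p and the third predicted miRNA. The counts come from limma with p adjusted over the 90 miRNAs tested; adjusted over the list alone, 20 of the 26 passed. Since the study chose the 26 on these same libraries, the latter is not independent evidence. All group means of the entries matched to Table 2 lay within 0.6 of the printed means, 16 under the same name and 10 under another. Without DO8_1 the number passing was 12, and scaled to equal miRNA totals it was 12 to 14, with 9 to 11 up and 0 to 2 down against DO8. With the clean reads of Table 1 as library size it was 21, with 4 up and 16 down against DO8 and 4 and 14 against DO4.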

Valid miRNAs were identified as those detected in all three groups from the same treatment condition, thus a total of 26 nonrepetitive miRNAs were identified to be differentially expressed in the pairwise comparison among the three treatments with significant levels (*P* < 0.05) (Table 2). Among the differentially expressed miRNAs, 12 upregulated miRNAs and 14 downregulated miRNAs were observed in severe hypoxia (DO2 group) compared with mild hypoxia (DO4 group) and normoxic conditions (DO8 group). 

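Of the 12 miRNAs of Table 2 with higher means in DO2, 8 rose against DO8 and 8 against DO4, and none fell (9 in each comparison when adjusted over the list alone). Of the 14 with lower means, 7 fell against DO8 and 6 against DO4, and none rose (8 and 7 when adjusted over the list alone). Aja-miR-125-5p fell by 1.17 on the log2 scale against DO8 (standard error 0.23, adjusted p = 0.0038 from limma), from 292087 ± 14330 to 132231 ± 32089 (SD, n = 3), and was 355285 ± 71455 in DO4. Aja-miR-10-5p fell by 0.80 (standard error 0.23, adjusted p = 0.0248), with 908819 ± 99048 in DO2, 1789789.7 ± 217900.3 in DO4 and 1614759.8 ± 388785 in DO8. Aja-miR-2013-3p, of a family known from echinoderms, fell by 1.14 (standard error 0.25, adjusted p = 0.00645), with 606 ± 71.7 in DO2, 1427 ± 292 in DO4 and 1331 ± 67.7 in DO8. Both lists passed fry, which tests whether a list's members move one way: the higher list at an adjusted p of 4.56e-07 in either comparison with DO2, the lower at 0.00279 against DO8 and 0.0041 against DO4. The calls were lost when each list was compared with the other miRNAs (higher list, adjusted p = 0.0598 with an estimated correlation in both comparisons; lower list, adjusted p = 0.0652 and 0.102 with an estimated correlation), and the lists, drawn from these libraries by the study, are not independent evidence of their direction. Of 7 miRNAs of the miR-10, let-7 and miR-125 families, which lie in conserved clusters, 2 fell and 0 rose against DO8 (0 up and 2 down adjusted over the list alone), and 3 fell against DO4 (1 up and 5 down adjusted over the list alone). That list passed fry at an adjusted p of 0.0108 against DO8 and 0.00182 against DO4 (adjusted p = 0.364 and 0.233 with an estimated correlation), and scaled to the miRNA total of each library it had the other sign against DO8 (0.815) and did not pass against DO4 (0.312). The lower list of Table 2 did not pass on that scale against DO8 (0.141) or DO4 (0.312), nor the higher list with clean reads as library size (0.784 and 0.664). The fall of Aja-miR-10-5p did not pass without DO2_1 (adjusted p = 0.0738), DO2_3 (0.0517), DO8_1 (0.0998) or DO8_2 (0.0936), and scaled to equal miRNA totals it was -0.25 (0.307), while that of Aja-miR-125-5p was -0.61 (0.0525) and Aja-miR-2013-3p had an adjusted p of 0.0962 to 0.16, and of 0.141 with no filter.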

Seven upregulated miRNAs and 12 downregulated miRNAs were obtained in severe hypoxia compared with normoxic conditions; three upregulated miRNAs and two downregulated miRNAs were obtained in mild hypoxia compared with normoxic conditions; six upregulated miRNAs and five downregulated miRNAs were obtained in the severe hypoxia compared with mild hypoxic conditions (Table 2). In addition, three novel miRNAs (novel-miR-1, novel-miR-2, and novel-miR-3) were identified. 

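Of the 90 tested miRNAs, 28 differed between severe hypoxia and normoxia, 21 higher and 7 lower in DO2, and 28 between severe and mild hypoxia, 22 higher and 6 lower. Between mild hypoxia and normoxia, limma called 0 miRNAs at an adjusted p under 0.05. Small changes may have been missed, since 12.8% of log2 changes of 1 were recovered in simulated libraries of DO2 against DO8. At an unadjusted p under 0.05, mild hypoxia against normoxia had 1, Aja-miR-153, which was listed at 0 in every DO4 library. A per-miRNA test with no shared spread and no adjustment gave 5 for this pair, 3 higher and 2 lower. Among the miRNAs higher in DO2 than in DO8 were 13 outside Table 2, of which Aja-miR-6240, Aja-miR-6240-3p, Aja-miR-6240-5p, Aja-miR-6236-3p and Aja-miR-6236-5p had the largest changes. The 6 entries of miR-6236 and miR-6240 are all among the 21, and their reads stood at 16.3 ± 3.72 per 1000 rRNA reads in DO2 (SD, n = 3) and 14.3 ± 4.13 in the other 6 libraries. In DO2 against DO4, Aja-miR-375-3p, which marks endocrine cells in vertebrates, rose by 1.06 on the log2 scale (standard error 0.34, adjusted p = 0.0401), with 31748 ± 5645 in DO2, 15969.6 ± 6033 in DO4 and 23608 ± 8389 in DO8 (SD, n = 3). Aja-let-7a-5p fell by 2.77 in the same comparison (standard error 0.94, adjusted p = 0.049), with 8.24 ± 9.26, 35.4 ± 8.54 and 28.3 ± 5.01. Aja-miR-375-3p was the only tested member of 3 digestive tract miRNAs, and Aja-miR-122-5p the only one of the 11 miRNAs of vertebrate blood and liver, so neither list was tested as one. The median log2 change of all tested miRNAs was -0.030 for DO2 against DO8 and -0.14 against DO4. Scaled to equal miRNA totals it was 0.37 to 0.52 and 0.53 to 0.61, with 27 to 30 higher and 0 to 4 lower against DO8 and 35 to 36 and 1 against DO4; with the clean reads of Table 1 as library size it was -1.52 and -1.46, with 13 higher and 52 lower and 13 and 50, and Aja-miR-375-3p turned to -0.99. Directions are therefore relative to the deposited scale. Without DO8_1 the count against DO8 was 18, and without DO2_1 mild hypoxia had 2 changed miRNAs. Aja-miR-375-3p did not pass without DO2_1 (adjusted p = 0.0768), DO2_2 (0.0857), DO2_3 (0.111), DO4_1 (0.129) or DO4_2 (0.0511), with only 2 groups (0.0605), a common floor (0.0756) or median-ratio factors (0.0635), nor Aja-let-7a-5p without DO2_1 (0.0768), DO2_2 (0.0902), DO4_1 (0.137), DO4_2 (0.0886) or DO4_3 (0.0781), with only 2 groups (0.111), equal miRNA totals (0.0859 to 0.192) or no miR-6236 and miR-6240 entries (0.0529).

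**Figure D2:**
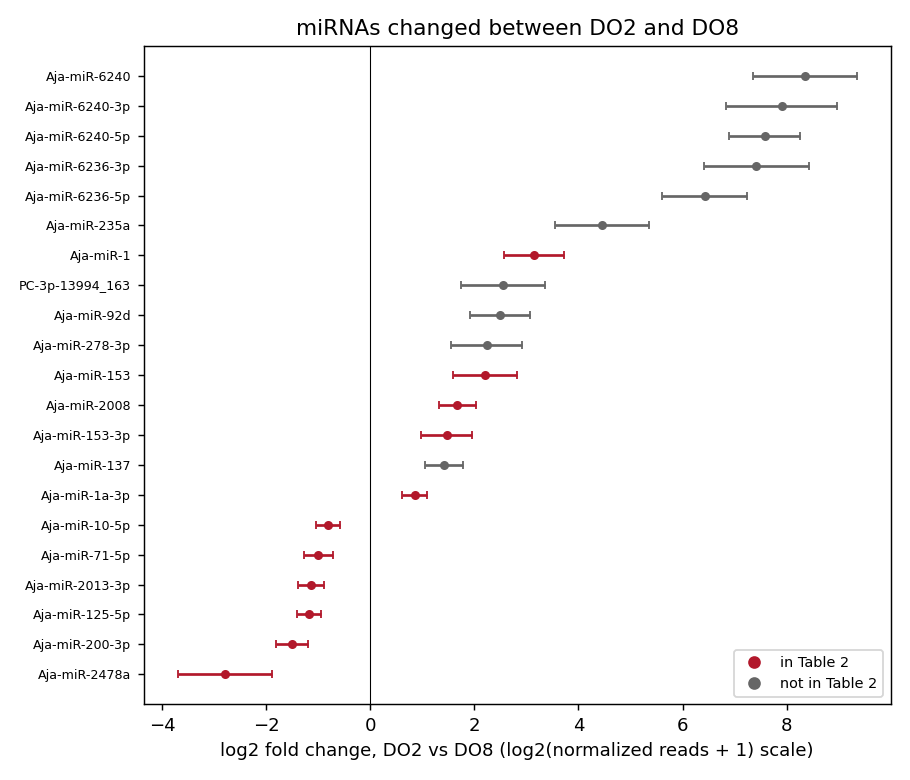
Log2 fold change of DO2 against DO8 (x axis) for the 21 changed miRNAs listed in both groups, red where the miRNA is in Table 2 and grey where it is not; points are limma's estimates and bars their standard errors. Aja-miR-6240 lies highest at 8.35 and Aja-miR-2478a lowest at -2.79, and the other 7 changed miRNAs, with all libraries of one group at 0, are left out.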

The log_2_Ratio $(\log_{2}\;\left(\frac{\text{DO2}\left(\text{mean}\right)}{\text{DO8}\left(\text{mean}\right)}\right)$ and $\log_{2}\;\left(\frac{\text{DO2}\left(\text{mean}\right)}{\text{DO4}\left(\text{mean}\right)}\right))$ of novel-miR-1 and novel-miR-2 and the log_2_Ratio $(\log_{2}\;\left(\frac{\text{DO2}\left(\text{mean}\right)}{\text{DO8}\left(\text{mean}\right)}\right)$ and$\;\log_{2}\left(\frac{\text{DO4}\left(\text{mean}\right)}{\text{DO8}\left(\text{mean}\right)}\right))$ of novel-miR-3 were >8, indicating that the three novel miRNAs were significantly upregulated under low DO conditions (2 mg/L and 4 mg/L). Moreover, Aja-miR-7977 and Aja-miR-2835 also meet the criterion of “absolute value of log_2_Ratio >8,” indicating that Aja-miR-7977 has significantly decreased expression and Aja-miR-2835 has significantly increased expression in severe hypoxia (DO 2 mg/L) (Table 2). Thus, they might be important to sea cucumber during hypoxia stress according to the analysis of high-throughput sequencing data.

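The first and the second predicted miRNA of Table 2 were found in every DO2 library and in none of the DO4 or DO8 libraries. The first, with the sequence TGGCACGTGACTTTGTTGA, had values of 55.7, 51.6 and 34.1 in the DO2 libraries and was listed at 0 in the other 6 (adjusted p = 2.4e-05 against DO8 and 2.5e-05 against DO4 from limma). The second, AAAGAAAGCCTCTAACAGATCC, had values of 24.7, 45.2 and 28.0 in DO2 and was listed at 0 elsewhere (adjusted p = 3.5e-05 against DO8). The third, GATCAAAGGTTGAGGGCTGAAA, was uneven under severe hypoxia, with 0, 45.2 and 35.3 in DO2; it was low in DO4 at 3.97, 4.09 and 5.70 and listed at 0 in DO8. It did not pass in any comparison (adjusted p = 0.0528 for DO2 against DO8, 0.476 for DO2 against DO4 and 0.802 for DO4 against DO8). The first and the second were tested only because every DO2 library lists them, and their values at 0 add no spread to the fit. Their p values are therefore not evidence beyond the listing itself. The values rest on few reads in the DO2 libraries: 9, 16 and 28 for the first, 4, 14 and 23 for the second and 0, 14 and 29 for the third. At their DO2 ratio to rRNA reads, at most 1.41 reads of the first and 1.09 of the second would fall in any 1 of the other libraries, and 5.39 and 4.17 in all 6. Without DO2_1, the third passed against DO8 (adjusted p = 2.63e-05), as it did scaled to clean reads (0.0184) and with no filter (0.0132), and scaled to equal miRNA totals with 1 added (0.0471) but not with 0.01 (0.0622) or 10 (0.052). From log2 ratios in which a small constant stands for 0, the paper reasons that all 3 predicted miRNAs were significantly upregulated at low dissolved oxygen, and it goes on to propose that they might be important to sea cucumbers during hypoxia stress. The paper also selected its miRNAs with a t-test and reports all 3 as higher in DO2 by real-time PCR, whose values were not used here.

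**Figure D3:**
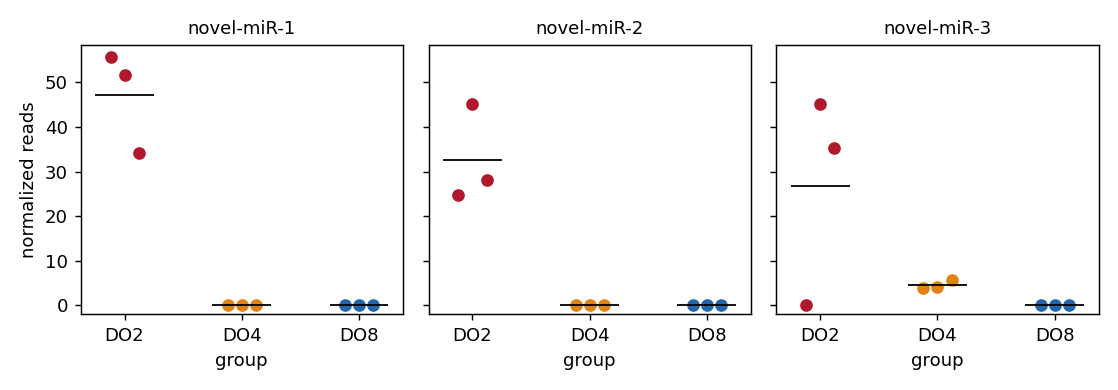
Values (y axis, deposited unit) of the 3 predicted miRNAs of Table 2 in the 3 libraries each of DO2, DO4 and DO8; points are libraries and lines group means. The DO2 points of the first lie between 34.1 and 55.7 with all others at 0, and 1 DO2 point of the third is at 0.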

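Aja-miR-2835 was listed under severe hypoxia and in no other group, and Aja-miR-7977 was listed at 0 under severe hypoxia. Aja-miR-2835 (CCCGGACCCTGGTTCTTC) had values of 43.3, 77.5 and 42.6 in the DO2 libraries, from 7, 24 and 35 reads, and was listed at 0 in all DO4 and DO8 libraries (adjusted p = 2.4e-05 against DO8 from limma). It was tested only because every DO2 library lists it, so this p value is not evidence beyond the listing itself. At its DO2 ratio to rRNA reads, at most 1.75 reads would fall in any 1 of the other libraries and 6.71 in all 6. Aja-miR-7977 (TTCCCGGCCAACGCACCA) was listed at 0 in all DO2 libraries and had 7.17, 7.78 and 4.07 in DO8 and 2.65, 9.55 and 0 in DO4; it fell against DO8 (adjusted p = 0.0221) and did not pass against DO4 (0.124). Its DO8 values lie below the smallest value listed in DO2_1, so that library could not have listed it at such a level. Aja-miR-2478a, another short entry that resembles a fragment of a longer RNA, fell by 2.79 on the log2 scale against DO8 (standard error 0.90, adjusted p = 0.0396), with 29.9 ± 22.9 in DO2, 124 ± 117 in DO4 and 150.5 ± 37.0 in DO8 (SD, n = 3). Of the 5 tested entries on the list of those that resemble fragments of other RNAs, these 2 fell and 0 rose against DO8. Adjusted over the list alone, 0 were up and 2 down, and 0 passed against DO4. The list as a whole did not pass fry (adjusted p = 0.137 and 0.301). It was set by family name and leaves out the 6 miR-6236 and miR-6240 entries, which all rose against DO8, so it does not cover every possible fragment. The call for Aja-miR-7977 was lost without DO2_2 (adjusted p = 0.0596), DO8_1 (0.0745) or DO8_2 (0.0859). It was also lost with no filter (0.136) and scaled to equal miRNA totals with 10 added (0.127). With all libraries raised to the smallest listed value of DO2_1, the log2 change of Aja-miR-7977 against DO8 was 0.0. The call for Aja-miR-2478a was lost without DO2_3 (0.0759), DO8_1 (0.0848), DO8_2 (0.0978) or DO8_3 (0.114). It was also lost with that floor (0.0582) and scaled to equal miRNA totals (0.0955 to 0.112).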

**Table 2:** Differentially expressed miRNAs in sea cucumber respiratory tree among three different experiments (DO 2 mg/L, DO 4 mg/L, and DO 8 mg/L)

miR_name	DO2 (Mean ± SD)	DO4 (Mean ± SD)	DO8 (Mean ± SD)	log_2_ [DO2 (Mean)/DO8 (Mean)]	log_2_ [DO2 (Mean)/DO4 (Mean)]	log_2_ [DO4 (Mean)/DO8 (Mean)]
Aja-miR-2008	3,046 ± 368 (b)	833 ± 390 (a)	949 ± 69 (a)	1.6825	1.8710	−0.1885
Aja-miR-10-5p	908,819 ± 99,048 (a)	1,789,790 ± 217,900 (b)	1,614,760 ± 388,785 (ab)	−0.8293	−0.9777	0.1485
Aja-miR-184	25 ± 5 (b)	8 ± 5 (a)	10 ± 5 (a)	1.2841	1.6776	−0.3935
Aja-miR-71b	8 ± 8 (a)	34 ± 6 (b)	18 ± 5 (a)	−1.1502	−2.0310	0.8808
Aja-miR-125-5p	132,231 ± 32,089 (a)	355,285 ± 71,455 (b)	292,087 ± 14,330 (b)	−1.1433	−1.4259	0.2826
novel-miR-1	47 ± 11 (b)	0.01 ± 0 (a)	0.01 ± 0 (a)	12.1984	12.1984	0.0000
Aja-let-7a-5p	8 ± 9 (a)	35 ± 9 (b)	28 ± 5 (b)	−1.7813	−2.1054	0.3240
Aja-miR-375-3p	31,748 ± 5,645 (a)	15,970 ± 6,033 (b)	23,608 ± 8,389 (ab)	0.4274	0.9914	−0.5639
Aja-miR-2013-3p	606 ± 72 (a)	1,427 ± 292 (b)	1,331 ± 68 (b)	−1.1339	−1.2352	0.1012
novel-miR-2	33 ± 11 (b)	0.01 ± 0 (a)	0.01 ± 0 (a)	11.6883	11.6883	0.0000
Aja-miR-2835	54 ± 20 (b)	0.01 ± 0 (a)	0.01 ± 0 (a)	12.3987	12.3987	0.0000
Aja-miR-1	66 ± 24 (b)	9 ± 1 (ab)	7 ± 5 (a)	3.2340	2.9164	0.3175
Aja-miR-71-5p	58,756 ± 13,628 (a)	146,865 ± 44,428 (ab)	115,157 ± 12,697 (b)	−0.9708	−1.3217	0.3509
Aja-miR-200-3p	35,729 ± 3,207 (a)	95,032 ± 34,864 (ab)	102,503 ± 21,706 (b)	−1.5205	−1.4113	−0.1092
Aja-miR-2011-3p	49,272 ± 4,264 (a)	63,920 ± 17,541 (ab)	71,512 ± 1,331 (b)	−0.5374	−0.3755	−0.1619
Aja-miR-2478a	30 ± 23 (a)	124 ± 117 (ab)	151 ± 37 (b)	−2.3305	−2.0527	−0.2778
Aja-miR-31-5p	9,141 ± 418 (a)	9,179 ± 4,431 (ab)	11,421 ± 819 (b)	−0.3212	−0.0059	−0.3153
Aja-miR-7977	0.01 ± 0 (a)	4 ± 5 (ab)	6 ± 2 (b)	−9.2288	−8.6439	−0.6406
Aja-miR-71a	1,792 ± 345 (a)	3,346 ± 3,226 (ab)	2,688 ± 346 (b)	−0.5848	−0.9008	0.3160
Aja-miR-29b-3p	3,179 ± 241 (b)	2,828 ± 799 (ab)	2,400 ± 345 (a)	0.4055	0.1690	0.2365
Aja-miR-2478b	0.01 ± 0 (a)	1 ± 2 (ab)	2 ± 1 (b)	−7.6439	−6.6439	−0.8295
Aja-miR-2008-5p	88 ± 34 (a)	171 ± 114 (ab)	190 ± 48 (b)	−1.1100	−0.9636	−0.1464
Aja-miR-1a-3p	101,709 ± 26,157 (ab)	77,382 ± 10,825 (b)	55,209 ± 7,288 (a)	0.8815	0.3944	0.4871
novel-miR-3	27 ± 24 (ab)	5 ± 1 (a)	0.01 ± 0 (a)	11.3987	2.5481	8.9658
Aja-miR-153-3p	178 ± 106 (ab)	39 ± 7 (a)	57 ± 3 (b)	1.6360	2.1911	−0.5551
Aja-miR-153	23 ± 17 (ab)	0.01 ± 0 (a)	4 ± 1 (b)	2.6895	3.3617	−8.6439

Values indicate the means ± SD (n = 3). Means not sharing a given letter (a and b) differ significantly (P < 0.05).

The heatmap of 26 differentially expressed miRNAs (*P* < 0.05) in three experiment groups are illustrated in Figure 2. 

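Ranked by group mean, 12 of the 26 miRNAs of Table 2 were highest in DO2, 7 in DO4 and 7 in DO8. Highest in DO4 were Aja-miR-10-5p, Aja-miR-71-5p, Aja-miR-71a, Aja-miR-71b, Aja-miR-125-5p, Aja-let-7a-5p and Aja-miR-2013-3p. Highest in DO8 were Aja-miR-200-3p, Aja-miR-2011-3p, Aja-miR-31-5p, Aja-miR-2478a, Aja-miR-2478b, Aja-miR-7977 and Aja-miR-2008-5p. Aja-miR-2011-3p had 49272 ± 4264 in DO2, 63920.4 ± 17541 in DO4 and 71512 ± 1331 in DO8 (SD, n = 3). Its log2 difference of DO2 against DO8 was -0.54 (standard error 0.22, adjusted p = 0.0897 from limma). It passed with only 2 groups in the fit (adjusted p = 0.0272) and, at -2.75, with clean reads as library size (0.00086). Scaled to equal miRNA totals the difference was 0.013. Aja-miR-31-5p had 9141 ± 418, 9179 ± 4431 and 11421 ± 819, a log2 difference of -0.32 against DO8 (adjusted p = 0.537). This difference became 0.23 scaled to equal miRNA totals, and it passed at -2.52 with clean reads as library size (adjusted p = 0.00206). Aja-miR-29b-3p, highest in DO2, had 3179 ± 241, 2828 ± 799 and 2400.2 ± 345 (log2 difference 0.41, standard error 0.27, adjusted p = 0.266); it rose scaled to equal miRNA totals (0.97, adjusted p = 0.0267) and turned to -1.78 with clean reads as library size. For Aja-miR-2478b the adjusted p against DO8 was 0.092, and it passed with only 2 groups (0.0459) and with equal miRNA totals and 0.01 added (0.0243). Ranks between DO4 and DO8 turned on DO4_1: without it 12 were highest in DO4 and 2 in DO8. With clean reads as library size 7 were highest in DO2, 7 in DO4 and 12 in DO8.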

As Figure 2 shows, 12 of the miRNAs are clustered in severe hypoxic conditions (DO2 group), including novel-miR-1, novel-miR-2, novel-miR-3, Aja-miR-1, and Aja-miR-2008; six of them are clustered in mild hypoxic conditions (DO4 group), including Aja-miR-71b, Aja-miR-71-5p, and Aja-miR-125-5p; eight of them are clustered in normoxic conditions (DO8 group), including Aja-miR-2011-3p, Aja-miR-31-5p, and Aja-miR-200-3p. We speculated that some of them may be crucial for regulating hypoxia-associated gene expression and play important roles in stress resistance. 

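Of the 289 predicted miRNAs 6 could be tested, and of these 3 rose and 0 fell in DO2 against DO8 (4 adjusted over the list alone) and likewise 3 and 0 against DO4 (3 adjusted over the list alone); 2 of them are the miRNAs listed in no DO4 or DO8 library. The additional one was PC-3p-13994_163, with 76.1 ± 57.5 in DO2, 13.0 ± 13.0 in DO4 and 11.1 ± 5.73 in DO8 (SD, n = 3), a log2 fold change of 2.55 against DO8 (standard error 0.81, adjusted p = 0.0365 from limma). PC-3p-13527_171 and PC-3p-22583_90 did not pass (log2 differences 0.52 and -1.20, adjusted p = 0.787 and 0.559). The list passed fry with adjusted p = 3.25e-06 against DO8 and 9.46e-06 against DO4, and did not stand out from the other miRNAs (adjusted p = 0.364 and 0.549 with an estimated correlation). It did not pass with clean reads as library size (0.173 against DO8 and 0.465 against DO4). The list holds the 3 predicted miRNAs of Table 2, chosen by the study on these libraries, and 2 of them were tested only because DO2 lists them. Its result is therefore not independent evidence of direction. The call for PC-3p-13994_163 was lost without DO2_1 (adjusted p = 0.101), DO2_2 (0.0747), DO8_1 (0.0848), DO8_2 (0.0539) or DO8_3 (0.121), and with clean reads its change was 0.28 (0.601).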

Notably, the three novel miRNAs (novel-miR-1, novel-miR-2, and novel-miR-3) identified by this study were all clustered in the severe hypoxic condition (Figure 2), which may provide new insights into novel hypoxia biomarker identification.

**Figure 2:**
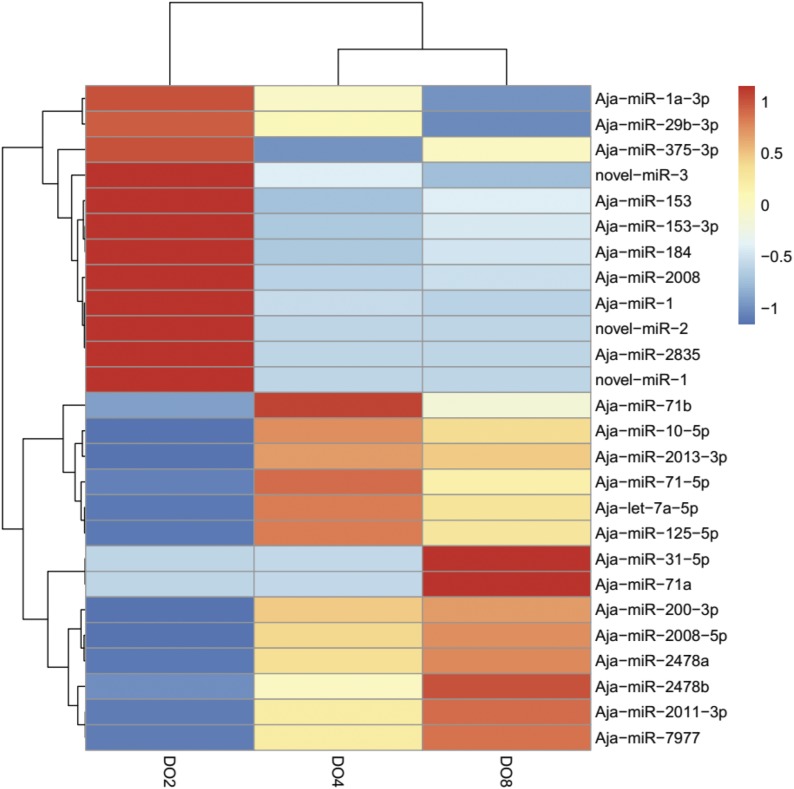
Heatmap of differentially expressed miRNAs in three different experiments (DO 2 mg/L, DO 4 mg/L, and DO 8 mg/L) by hierarchical clustering. Red indicates higher levels of miRNAs and blue indicates lower levels of miRNAs.

For the validation and identification of the hypoxia-related miRNAs in the sea cucumber, 14 differentially expressed miRNAs (Aja-miR-1, Aja-miR-184, novel-miR-1, novel-miR-2, novel-miR-3, Aja-miR-125-5p, Aja-miR-200-3p, Aja-miR-71-5p, Aja-miR-10-5p, Aja-miR-2011-3p, Aja-miR-2008, Aja-miR-31-5p, Aja-miR-153, and Aja-miR-153-3p) identified by high-throughput sequencing in hypoxia treatment were validated using real-time PCR (Figure 3). Real-time PCR results showed that the expression of the selected 14 miRNAs was significantly upregulated in the DO2 group compared with the DO4 and DO8 groups. Notably, Aja-miR-1 was upregulated 19.5-fold; Aja-miR-2008 was upregulated 7.6-fold; Aja-miR-184 was upregulated 3.7-fold, novel-miR-2 was upregulated 7.6-fold, and Aja-miR-31-5p was upregulated 3.2-fold in severe hypoxic compared with normoxic conditions. 

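In the sequencing libraries, Aja-miR-200-3p, a regulator of epithelial identity in other animals, fell under severe hypoxia. It had 35729 ± 3207 in DO2, 95032 ± 34864 in DO4 and 102503 ± 21706 in DO8 (SD, n = 3). The log2 change was -1.50 against DO8 (standard error 0.30, adjusted p = 0.0038 from limma) and -1.34 against DO4 (standard error 0.30, adjusted p = 0.00635). The shorter Aja-miR-200 had 119 ± 62.3 in DO2 and 62.9 ± 9.64 in DO8 and did not pass (adjusted p = 0.431), nor did Aja-miR-210-3p, of the family most often tied to hypoxia in mammals (log2 difference -0.28, standard error 0.62, adjusted p = 0.732). Of 3 tested members of the hypoxia-regulated families named in the introduction, 1 fell and 0 rose in DO2 against either group (0 up and 1 down adjusted over the list alone in both), and the list did not pass fry (adjusted p = 0.372 against DO8 and 0.351 against DO4). Of 4 epithelial, ciliary and sensory miRNAs, Aja-miR-200-3p was likewise the 1 that fell (1 adjusted over the list alone), and this list did not pass either (0.178 and 0.372). Scaled to equal miRNA totals, the change of Aja-miR-200-3p was -0.95 against DO8 (adjusted p = 0.0766) and -0.57 against DO4 (0.262).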

The expressions of nine miRNAs (Aja-miR-200-3p, Aja-miR-1, Aja-miR-2008, Aja-miR-184, Aja-miR-153, Aja-miR-153-3p, novel-miR-1, novel-miR-2, and novel-miR-3) were consistent with the overall trend in Illumina sequencing. Among these molecules, the expression of Aja-miR-1, Aja-miR-2008, Aja-miR-31-5p, Aja-miR-184, and Aja-miR-153-3p were different under three different levels of dissolved oxygen with a dose-response effect, which means the expression increased with the decreased content of dissolved oxygen. The different expression of Aja-miR-1, Aja-miR-200-3p, Aja-miR-153, and novel-miR-3 was extremely significant in three experiment groups validated by real-time PCR.

**Figure 3:**
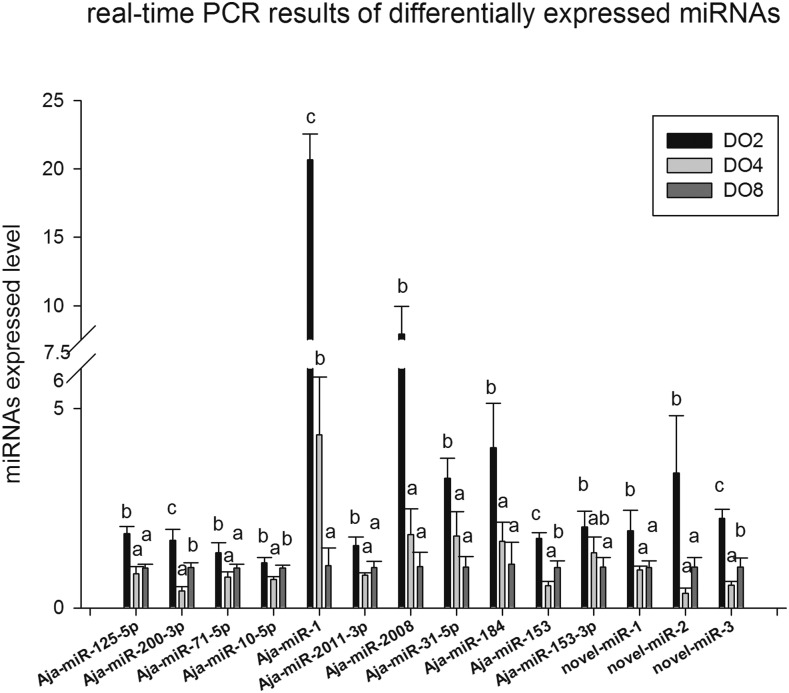
Real-time PCR analyses for 14 differentially expressed miRNAs identified by high-throughput sequencing. Means not sharing a given letter (a and b) differ significantly (*P* < 0.05). Values indicate the means ± SE (*n* = 3).

### GO and pathway enrichment analysis for target genes of the miRNAs

To further understand the biological function of miRNAs, the putative target genes of differentially expressed miRNAs were predicted and the annotations are shown in Table S2. Subsequently, GO analysis was used to identify enriched functional groups (*P* < 0.05) (Figure 4). These target genes predominantly participate in biological processes, cellular component and molecular function. Within the terms of biological processes, the three most frequent categories were “regulation of transcription,” “oxidation-reduction processes,” and “transport.” The three most highly represented molecular component categories were “cytoplasm,” “nucleus,” and “integral component of membrane.” Finally, the three most abundant molecular function categories were “metal ion binding,” “ATP binding,” and “protein binding.” Enriched metabolic pathways and signal transduction pathways were identified and are listed in Figure 5. Twenty-six significantly enriched pathways for target genes (*P* < 0.05) mainly involved in “Spliceosome,” “Regulation of actin cytoskeleton,” “Acute myeloid leukemia,” “Transcriptional misregulation in cancers,” “VEGF signaling pathway,” “Lysosome,” “GnRH signaling pathway,” “Systemic lupus erythematosus,” “Endocytosis,” and “Tuberculosis” were screened (Figure 5).

**Figure 4:**
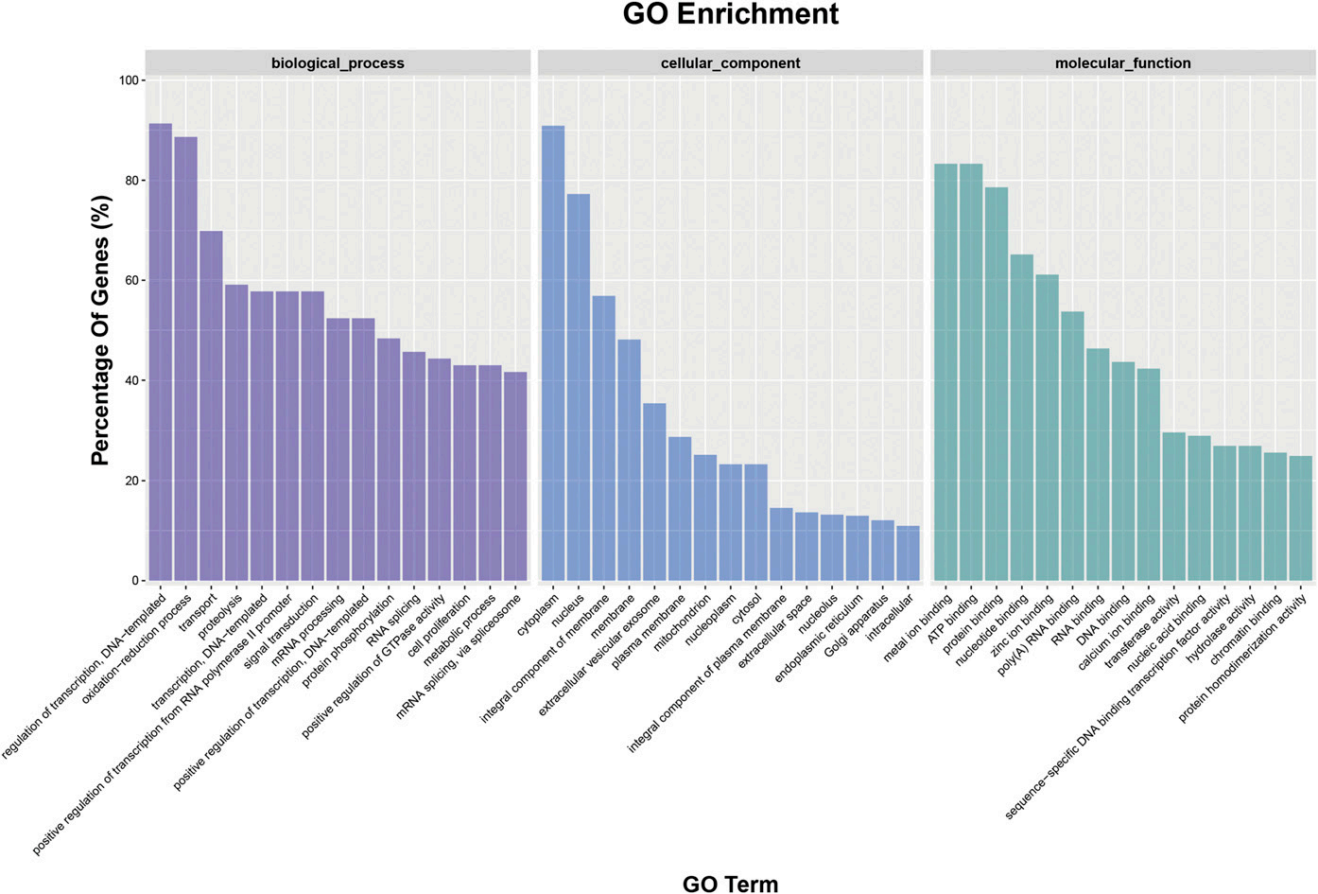
GO enrichment terms of the predicted target genes of differentially expressed miRNAs (*P* < 0.05).

**Figure 5:**
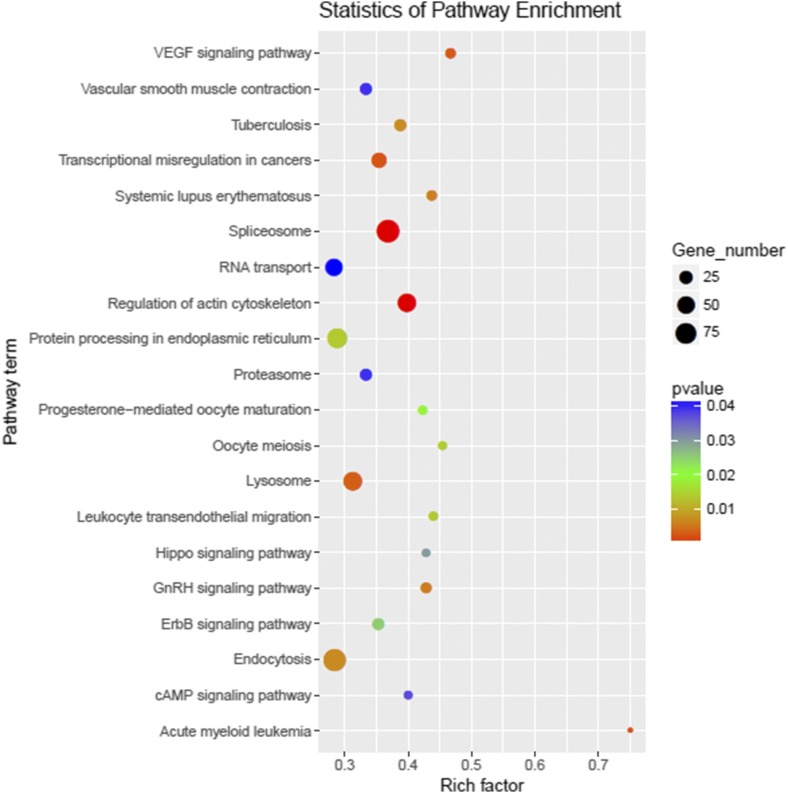
Pathway enrichment of the predicted target genes of differentially expressed miRNAs.

## Discussion

The miRNA expression profiles of the respiratory tree in sea cucumber under different DO levels and obtained using high-throughput sequencing technology are reported in this study. A total of nine libraries were constructed, and ∼90 million reads were obtained. These results will not only play a complementary role in improving the amount of information for the small RNA genome of the sea cucumber but also provide the basis for miRNA regulation in stress resistance and hypoxamiR identification. In our study, 19 miRNAs were significantly differentially expressed between the comparison of severe hypoxia and normoxic conditions (DO2 *vs.* DO8 group); five between mild hypoxia and normoxic conditions (DO4 *vs.* DO8 group); and 11 between severe hypoxia and mild hypoxia (DO2 *vs.* DO4 group). The hierarchical clustering result of differentially expressed miRNAs showed that 12 were clustered in the DO2 group, six were clustered in the DO4 group, and eight were clustered in the DO8 group. Real-time PCR was used to verify the expression profile. Fourteen miRNAs were significantly differentially expressed, most of which have been demonstrated to play an important role in oxidative response, apoptosis, cell proliferation, and migration (Nohata *et al.* 2011; Boulias and Horvitz 2012; Jiang *et al.* 2016). Combined with the published conclusions in previous studies (Liu *et al*, 2010a; Liu *et al*, 2010b; Liu *et al*, 2015; Nohata *et al*, 2011; Li *et al*, 2012), sequencing results, and validation results of expression levels, we speculated that key miRNAs, including Aja-miR-1, Aja-miR-2008, Aja-miR-184, and Aja-miR-31-5p, may play important roles in regulating hypoxia-associated gene expression, thereby enhancing the ability of stress resistance. This result was expected, as a complicated process is involved in the adaption to hypoxia stress.

Three novel miRNAs (novel-miR-1, novel-miR-2, and novel-miR-3) were identified in this study and were specifically clustered in the DO2 group as analyzed by hierarchical clustering (Figure 2). The real-time PCR results showed that novel-miR-1 and novel-miR-3 were both upregulated about twofold and novel-miR-2 was upregulated about threefold under severe hypoxia (DO 2 mg/L) compared with normoxic conditions (DO 8 mg/L) and were consistent with sequencing. Thus, we speculated that they may be important in sea cucumber stress response and adaption under hypoxia and they might be identified as new hypoxamiRs. The key predicted genes of these three novel miRNAs are shown in Figure 6. Cathepsin-L (CTSL) was the predicted gene of novel-miR-2 and novel-miR-3. It has been reported that the production of CTSL was induced in fibroblasts and KHT-LP1 cells exposed to hypoxia (Anderson *et al.* 1989; Cuvier *et al.* 1997). Furthermore, CTSL was able to broadly affect the immune system and might be involved in increased invasion capacity (Cuvier *et al.* 1997; Lombadi *et al.* 2005). In addition, fructose-bisphosphate aldolase A (ALDOA) was also the copredicted gene of novel-miR-2 and novel-miR-3. ALDOA, a type of glycolytic enzyme which could convert glucose to lactate, was identified to be upregulated in hypoxic conditions and could be mediated by hypoxia-inducible factor 1 (HIF-1) (Sørensen *et al.* 2009; Semenza 2012; Leisz *et al.* 2015). HIF-1 is reported to play important roles in molecular adaption to hypoxia and is primarily responsible for the subsequent activation of several other hypoxia-responsive genes involved in glycolysis, erythropoiesis, catecholamine metabolism, angiogenesis, transposons and iron metabolism, growth suppressor genes, and several other genes directly linked to the absence of oxygen (Bracken *et al.* 2003; Egg *et al.* 2013; Semenza 2014). Thus, we analyzed the potential targeted relationship between novel-miR-2 and HIF-1 in sea cucumber by a manual blast search of the sequence. Results showed that novel-miR-2 was predicted to match 6 bp with the seed sequence of HIF-1α in *A. japonicus*. Furthermore, ALDOA was associated with hypoxia and the antioxidant stress response and has a positive role in ROS production (Ji *et al.* 2016). Moreover, Armadillo repeat-containing protein 8 (Armc8), the predicted gene of novel-miR-1, was reported to play an important role in regulating cell migration, proliferation, tissue maintenance, and signal transduction (Jiang *et al.* 2016). Armc8 is also a key component of the CTLH (C-terminal to lissencephaly type-1-like homology motif) complex of mammalian cells, which has been characterized as an FBPase (fructose-1, 6-bisphosphatase)-degrading complex (Zhao *et al.* 2016). In conclusion, the three novel miRNAs may play important roles in the response and adaption of sea cucumbers under hypoxia stress by mediating key genes related to hypoxia such as HIF-1 and genes involved in glycolysis, cell migration, and proliferation.

**Figure 6:**
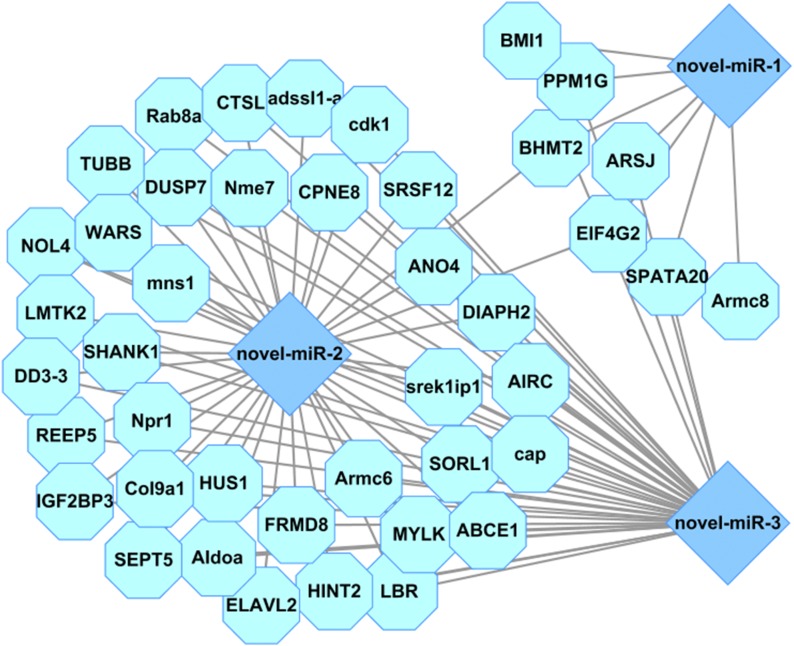
Predicted target genes of three novel miRNAs (novel-miR-1, novel-miR-2, and novel-miR-3).

Aja-miR-2008 was clustered in the DO2 group when analyzed by hierarchical clustering (Figure 2), and it was upregulated ∼7.6-fold in severe hypoxia compared with normoxic conditions as validated by real-time PCR, and the result was consistent with sequencing. 

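Aja-miR-2008 rose under severe hypoxia on the deposited scale, and with clean reads as library size its change was -0.52 against DO8 and -0.051 against DO4. Its values were 3046 ± 368 in DO2, 833 ± 390 in DO4 and 949 ± 69.0 in DO8 (SD, n = 3). The log2 fold change was 1.68 against DO8 (standard error 0.36, adjusted p = 0.00585 from limma) and 1.99 against DO4 (standard error 0.36, adjusted p = 0.00194). Aja-miR-2008-5p, from the same hairpin family, had 87.9 ± 34.4, 171 ± 114 and 189.7 ± 47.7 and did not pass (log2 difference -1.15, standard error 0.53, adjusted p = 0.13). With clean reads as library size, Aja-miR-2008-5p passed against DO8 at -2.86 (adjusted p = 0.00171). Of the 3 tested skin ulceration miRNAs, 1 rose and 0 fell in DO2 against either group (1 adjusted over the list alone); against DO8 their mean log2 difference was 0.070 and their median -0.32, with adjusted p = 0.775 from fry, and against DO4 adjusted p = 0.440. Of 13 tested miRNAs of echinoderm and hemichordate families, Aja-miR-2008 rose and Aja-miR-2013-3p fell against DO8 (1 and 1 adjusted over the list alone). Against DO4, Aja-miR-2002-3p rose as well, by a log2 fold change of 2.97 (standard error 0.85, adjusted p = 0.0223), from 274 ± 325 to 1601 ± 999 (2 up and 1 down adjusted over the list alone). These families did not move one way (adjusted p = 0.168 and 0.351 from fry, the latter with a mean of 0.0014 and a median of -0.34), and passed a test for change in either direction (adjusted p = 1.21e-05 and 8.55e-05), while 11 and 10 of the 13 did not pass singly. The call for Aja-miR-2002-3p was lost without DO2_1 (adjusted p = 0.0785), DO2_2 (0.106), DO4_1 (0.0911) or DO4_3 (0.0663), with only 2 groups (0.0530), with clean reads (0.275) and with a common floor (0.0634).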

MiR-2008 was previously found to be significantly upregulated in diseased sea cucumber by high-throughput sequencing (Zhang *et al.* 2015). In previous studies, miR-2008 was significantly upregulated after pathogen infection and was speculated to be involved in a SUS outbreak (Li *et al.* 2012; Zhang *et al.* 2014a). Under hypoxia stress in this study, several sea cucumbers were observed to be distorted with ulcerated skin, the papillae of the sea cucumbers became white during the early stage of hypoxia stress, and then the body walls dissolved. These symptoms are similar to SUS; therefore the upregulated expression of Aja-miR-2008 was not surprising.

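Of the 3 entries of the miR-71 family, a family present in many invertebrates and missing from vertebrates, 1 fell under severe hypoxia on the deposited scale and none rose. Aja-miR-71-5p (TGAAAGACATGGGTAGTGAGA) had 58756 ± 13628 in DO2, 146865 ± 44428 in DO4 and 115157 ± 12697 in DO8 (SD, n = 3). Its log2 change was -0.99 against DO8 (standard error 0.28, adjusted p = 0.0221 from limma) and -1.30 against DO4 (standard error 0.28, adjusted p = 0.0051). Aja-miR-71b (TGAAAGACATGTGTAGTGAGA) had 8.22 ± 8.07, 33.6 ± 5.87 and 18.2 ± 4.51 and did not pass (adjusted p = 0.181 against DO8 and 0.0565 against DO4). Aja-miR-71a (TGAAAGACATGGGTAGTGA) had 1792 ± 345, 3346 ± 3226 and 2688 ± 346, with 7059 in DO4_2 and at most 1755 in the other DO4 libraries, and did not pass (log2 difference -0.59 against DO8, standard error 0.55, adjusted p = 0.431). With clean reads as library size, Aja-miR-71b (-1.50, adjusted p = 0.00345) and Aja-miR-71a (-2.78, 0.00229) passed against DO8. The family as a list did not pass fry (adjusted p = 0.139 against DO8 and 0.0748 against DO4), with 1 and 2 lower adjusted over the list alone. The call for Aja-miR-71-5p against DO8 was lost without DO2_1 (adjusted p = 0.082), DO2_2 (0.0552), DO8_1 (0.0711) or DO8_3 (0.0791), and scaled to equal miRNA totals the change was -0.44 (0.246 to 0.271) and against DO4 -0.53 (0.156 to 0.16).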

According to the miRNA profile of sea cucumbers in this study, the miR-71 family showed a different expression level under hypoxia stress. The expression of Aja-miR-71-5p was upregulated ∼1.4-fold under severe hypoxia compared with normoxic conditions as validated by real-time PCR and this tendency was in accordance with sequencing, and the expression levels of Aja-miR-71a and Aja-miR-71b were downregulated. MicroRNA-71 (miR-71) can increase resistance to heat shock and oxidative stress (Boulias and Horvitz 2012). Moreover, miR-71 has previously been linked with the process of aging and the DNA damage response pathway (De Lencastre *et al.* 2010). In addition, a study associated miR-71 with a response to environmental stresses and nutrient availability through interactions with different targets of the insulin and PI-3K signaling pathways in *Caenorhabditis elegans* (Zhang *et al.* 2011). Therefore, we speculated that the miR-71 family may play important roles in regulating the hypoxia stress response by targeting genes related to stress resistance.

Aja-miR-31-5p was upregulated ∼3.2-fold under severe hypoxia (DO2 group) compared with normoxic conditions (DO8 group) by real-time PCR. Former studies showed that miR-31 is involved in several signaling pathways, which can mediate cell proliferation, apoptosis, and DNA mismatch repair. For example, miR-31 could increase cell migration, invasion, and proliferation in an ERK1/2 signaling-dependent manner (Meng *et al.* 2013). Moreover, miR-31-5p has an important role in radiation responses through regulation of hMLH1 expression, which is one of the core DNA mismatch repair genes that also decreases expression under hypoxia stress (Mihaylova *et al.* 2003; Kim *et al.* 2014). MiR-31 was also speculated to be involved in a SUS outbreak in a similar way to miR-2008 (Li *et al.* 2012). Above all, the research suggested that miR-31-5p may play an important role in hypoxia-related genes such as *EGFR*, *VEGF*, and *HIF*. MiR-31-5p could regulate the signaling pathway downstream of EGFR, which has been shown to induce HIF-1α expression in previous studies (Pore *et al.* 2006; Igarashi *et al.* 2015). Furthermore, a previous study suggested that miR-31 contributes to the development of head and neck squamous cell carcinoma by impeding factor inhibiting HIF (FIH) to activate HIF under normoxic conditions (Liu *et al.* 2010b). Thus, Aja-miR-31-5p could play an important role through the EGFR/HIF-1α/VEGF pathways in stress resistance under hypoxic conditions.

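The files held a pair of forms of miR-184, a miRNA expressed in nervous and epithelial tissue of many animals, which differed greatly in abundance. Aja-miR-184 (TGGACGGAGAACTGATAAGT) had 24.9 ± 4.76 in DO2, 7.77 ± 5.16 in DO4 and 10.2 ± 4.88 in DO8 (SD, n = 3), so its mean was highest under severe hypoxia. The log2 difference was 1.27 against DO8 (standard error 0.60) and 1.70 against DO4 (standard error 0.60), and neither passed (adjusted p = 0.133 and 0.0565 from limma). Aja-miR-184-3p, of the same length and with another last base, had 72081 ± 14771 in DO2 and 78923 ± 14317 in DO8 and did not pass (log2 difference -0.13, standard error 0.31, adjusted p = 0.743). Aja-miR-184 thus stood at 0.0349% ± 0.00702 of Aja-miR-184-3p in DO2 and 0.0129% ± 0.00296 in the other 6 libraries (two-sided exact permutation test of 3 libraries against 6, p = 0.0238). It rested on 4.5, 6 and 22.5 reads in the DO2 libraries. The difference against DO8 passed scaled to equal miRNA totals with 1 added (1.63, adjusted p = 0.0291) or 10 (0.00847) but not with 0.01 (0.0733). It also passed with all libraries raised to a common floor (0.82, 0.00882), and with clean reads as library size it was -0.39.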

Aja-miR-184 was upregulated when analyzed by sequencing and specifically clustered into the DO2 group. It was upregulated ∼3.7-fold under severe hypoxia when validated by real-time PCR. MiR-184 can cause apoptosis when overexpressed and increase cell numbers when inhibited (Foley *et al.* 2010). Previous studies have shown that miR-184 overexpression inhibits autophagy and exacerbates oxidative damage (Liu *et al.* 2015). Reports by others provide strong evidence to support the idea that miR-184 is an important modulator of stem cell proliferation and growth (Liu *et al.* 2010a). Furthermore, miR-184 is reported to be involved in many pathways and some of them are related to the oxidative response. For example, miR-184 negatively modulates Wnt signaling both *in vivo* and *in vitro* (Takahashi *et al.* 2015). MiR-184 could inhibit protein expression in human trabecular meshwork cell cytotoxicity, apoptosis, and extracellular matrix via targeting HIF-1α *in vivo*, and it can also exhibit angiostatic properties through regulating signaling pathways including Akt, TNF-α, and VEGF (Park *et al.* 2017; Wang *et al.* 2017). All the results mentioned above showed that Aja-miR-184 may be crucial to the stress response in sea cucumbers by regulating genes related to autophagy, oxidative damage, and cell proliferation under hypoxia stress.

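Both forms of miR-1, the main miRNA of muscle in animals, rose under severe hypoxia on the deposited scale, while with clean reads as library size Aja-miR-1a-3p had the other sign (-1.35, adjusted p = 0.0476) and Aja-miR-1 did not pass (0.66, 0.134; 0.244 against DO4). Aja-miR-1 (TGGAATGTAAAGAAGTAT) had 66.1 ± 23.7 in DO2, 8.76 ± 1.43 in DO4 and 7.03 ± 4.52 in DO8 (SD, n = 3), a log2 fold change of 3.15 against DO8 (standard error 0.57, adjusted p = 0.00247 from limma) and 2.74 against DO4 (standard error 0.57, adjusted p = 0.0044). The longer Aja-miR-1a-3p (TGGAATGTAAAGAAGTATGTGT) had 101709 ± 26157, 77382 ± 10825 and 55209 ± 7288, a log2 fold change of 0.85 against DO8 (standard error 0.24, adjusted p = 0.0221); it did not pass against DO4 (0.37, adjusted p = 0.252). Aja-miR-1 was therefore 0.0664% ± 0.0204 of Aja-miR-1a-3p in DO2 and 0.0126% ± 0.00714 in the other 6 libraries (two-sided exact permutation test of 3 libraries against 6, p = 0.0238). Of 5 tested muscle miRNAs, 2 rose and 0 fell against DO8 (3 adjusted over the list alone) and 2 rose against DO4 (2 adjusted over the list alone), the additional one being Aja-miR-133. Aja-miR-133 rose by 2.19 against DO4 (standard error 0.60, adjusted p = 0.0183), with 101 ± 54.2 in DO2, 19.5 ± 7.26 in DO4 and 28.7 ± 6.22 in DO8, whereas its longer form Aja-miR-133-3p did not pass (log2 difference -0.47 against DO8, adjusted p = 0.266), nor did Aja-miR-133a-5p (-3.79, adjusted p = 0.0972). Aja-miR-133 was 1.84% ± 0.796 of Aja-miR-133-3p in DO2 and 0.323% ± 0.122 in the other 6 libraries (two-sided exact permutation test, p = 0.0238). The list passed fry in the upward direction (adjusted p = 0.00929 against DO8 and 0.0194 against DO4; adjusted p = 0.646 and 0.809 with an estimated correlation), but its sign turned and it did not pass with clean reads as library size (0.0707 and 0.102) or without DO2_3 (0.118 and 0.116). Against DO4 it did not pass without DO4_1 (0.0664) or DO4_2 (0.0699) either. Aja-miR-1a-3p did not pass without DO2_1 (adjusted p = 0.082), DO2_3 (0.059), DO8_1 (0.0634) or DO8_2 (0.0984) or with median-ratio factors (0.0510), nor Aja-miR-133 without DO2_1 (0.0549), DO2_2 (0.0642) or DO4_1 (0.0759), with only 2 groups (0.0530) or with clean reads (0.792).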

Aja-miR-1 was highly expressed by ∼19.5-fold under severe hypoxia when analyzed by real-time PCR and the tendency was consistent with high-throughput sequencing results. MiR-1 has been demonstrated to be associated with apoptosis-related genes such as heat shock protein (HSP), and indirectly regulates eNOs (He *et al.* 2011). A former study indicated that miR-1 regulated Hsp60 expression post-transcriptionally and accelerated cardiomyocyte apoptosis through Hsp60 (Shan *et al.* 2010). Moreover, apoptosis are mediated by miR-1 (Yu *et al.* 2008). Restoration of miR-1 in cancer cells inhibits cell proliferation, invasion, and migration (Nohata *et al.* 2011). Previous results indicate that miR-1 directly regulates the levels of VegfA (Vascular endothelial growth factor A) in muscle, which is regulated by the HIF gene in hypoxia (Stahlhut *et al.* 2012). MiR-1 levels were significantly increased in response to oxidative stress (Tang *et al.* 2009). The results reported in previous studies are consistent with the present research.

In addition to the results of high-throughput sequencing, real-time PCR validation and hierarchical clustering, Aja-miR-2835, Aja-miR-153, and Aja-miR-153-3p are also found to be key miRNAs, which may be important in regulating hypoxia-associated gene expression. 

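Aja-miR-153-3p and Aja-miR-137, miRNAs of nervous tissue in other animals, rose under severe hypoxia, as did the short Aja-miR-153, whereas with clean reads as library size the changes against DO8 were -0.54, -0.76 and 0.10, and those of the former 2 against DO4 0.095 and -0.85. Aja-miR-153-3p had 178 ± 106 in DO2, 38.9 ± 6.73 in DO4 and 57.1 ± 2.74 in DO8 (SD, n = 3), a log2 fold change of 1.47 against DO8 (standard error 0.49, adjusted p = 0.0453 from limma) and 2.02 against DO4 (standard error 0.49, adjusted p = 0.00907). Aja-miR-153 (TCTCTCTCTCTCTGACAG), a dinucleotide repeat for most of its length, had values of 43.3, 16.1 and 11.0 in DO2 and 3.59, 5.00 and 2.32 in DO8 and was listed at 0 in every DO4 library; these rest on 7, 5 and 9 reads in DO2 and 6, 9 and 4 in DO8. Its log2 fold change was 2.21 against DO8 (standard error 0.61, adjusted p = 0.0221), and against DO4 it passed as well (adjusted p = 0.000396). Aja-miR-137 had 1202 ± 499.4, 522 ± 149 and 427 ± 48.6, a log2 fold change of 1.41 against DO8 (standard error 0.37, adjusted p = 0.0159) and 1.15 against DO4 (adjusted p = 0.0370). Of 8 tested nervous system miRNAs these 3 rose and 0 fell in both comparisons (3 adjusted over the list alone in each), while Aja-miR-124, Aja-miR-124-3p and Aja-miR-9-5p did not pass (adjusted p = 0.716, 0.891 and 0.223 against DO8). The list passed fry (adjusted p = 0.0108 against DO8 and 0.00279 against DO4; adjusted p = 0.571 with an estimated correlation in both), and with clean reads as library size it turned and did not pass (0.0670 and 0.154). Against DO8, Aja-miR-153-3p did not pass without DO8_1 (adjusted p = 0.123), DO8_2 (0.107) or DO8_3 (0.114), with only 2 groups (0.0593) or with median-ratio factors (0.0567), Aja-miR-153 without DO8_1 (0.0708) or DO8_3 (0.0861), and Aja-miR-137 without DO8_1 (0.0651) or DO8_2 (0.0539); all 3 missed it with no filter (0.248, 0.279 and 0.0538), and Aja-miR-153 also missed it with a common floor (0.274; 0.240 against DO4). Against DO4, Aja-miR-137 did not pass without DO2_2 (0.0857), DO2_3 (0.0830), DO4_1 (0.0911) or DO4_2 (0.0826), with only 2 groups (0.107), no filter (0.188) or median-ratio factors (0.0641).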

Although their physiological functions remain unclear, their expression patterns and target genes indicate that these miRNAs are likely to play important roles in hypoxia stress tolerance. Further experiments are needed to elucidate the roles of these molecules in this process.

To obtain insight into the potential function of differentially expressed miRNAs under hypoxia stress, we performed a GO and pathway enrichment analysis of their predicted targets. The significantly enriched GO terms were “regulation of transcription,” “oxidation-reduction processes,” “transport,” “proteolysis,” “transcription,” and “positive regulation of transcription,” which are primarily associated with redox, transport, transcription, and hydrolysis. This can be partially explained by the complex biological process involved in sea cucumbers under hypoxia stress, which includes material transport, oxidative stress, and transcription regulation. By searching KEGG, a total of 26 significantly enriched pathways were observed (*P* < 0.05), with the top 10 significant pathways being “Spliceosome,” “Regulation of actin cytoskeleton,” “Acute myeloid leukemia,” “Transcriptional misregulation in cancers,” “VEGF signaling pathway,” “Lysosome,” “GnRH signaling pathway,” “Systemic lupus erythematosus,” “Endocytosis,” and “Tuberculosis.” Since HIF-1α, a typical hypoxia biomarker reported in other species, is known to be related to hypoxia stress and involved in the “VEGF signaling pathway” (Zhang *et al.* 2014b), and the differentially expressed miRNA, miR-1, was reported to directly regulate the expression of *VEGF* (Stahlhut *et al.* 2012), it was not surprising that this pathway was enriched. In addition, hypoxia stress is supposed to be related to immunity, so some pathways related to immune response were also identified, such as “Lysosome,” “Spliceosome,” and “Endocytosis” (Figure 5).

In conclusion, this study provides a global view of miRNA changes under hypoxia stress. A total of 26 nonrepetitive miRNAs were significantly differentially expressed in three levels of dissolved oxygen, and these molecules were considered to be responsible for the stress resistance of sea cucumbers. The key miRNAs, analyzed by high-throughput sequencing, real-time PCR validation, and hierarchical clustering, such as Aja-miR-1, Aja-miR-2008, Aja-miR-184, and Aja-miR-31-5p, might be significant in regulating hypoxia-associated gene expression. These miRNAs may play important roles in redox, transport, transcription, hydrolysis, and tolerance ability under hypoxic stress, indicating that sea cucumbers cope with hypoxic stress using a complex biological process, which includes material transport, oxidative stress, and transcription regulation. Moreover, the three novel miRNAs (novel-miR-1, novel-miR-2, and novel-miR-3) identified in the present study were all clustered and significantly upregulated in severe hypoxia, which may provide the basis for hypoxamiR research and novel hypoxia biomarker identification. These results provide an insight into the molecular mechanisms that occur in sea cucumber under hypoxia stress.

## Supplementary Material

Supplemental material is available online at www.g3journal.org/lookup/suppl/doi:10.1534/g3.117.1129/-/DC1.

# Supplementary material for: Differential Expression of miRNAs in the Respiratory Tree of the Sea Cucumber Apostichopus japonicus Under Hypoxia Stress
**Source:** G3 (Bethesda). 2017 Sep 15;7(11):3681–92. doi: 10.1534/g3.117.1129
**Supplement:** Supplementary file 2

Table S1 Selected miRNAs and their primer sequences used for real-time PCR

MiRNAs name	Primer sequence (5'to3')
Aja-miR-2013-3p	R: GCGCGT GAGCAGGCTGGAGAA ATTAACCA CGCGC AACACC<br>F: CGTGCAGCATGATGTAG
Aja-miR-125-5p	R: GCGCGT GAGCAGGCTGGAGAA ATTAACCA CGCGC TCACAA<br>F: GTCCCTGAGACCCTAAC
Aja-miR-200-3p	R: GCGCGT GAGCAGGCTGGAGAA ATTAACCA CGCGC CATCATC<br>F: CGGTAATACTGTCTGGTG
Aja-miR-71-5p	R: GCGCGT GAGCAGGCTGGAGAA ATTAACCA CGCGC TCTCAC<br>F: GCTGAAAGACATGGGTAG
Aja-miR-10	R: GCGCGT GAGCAGGCTGGAGAA ATTAACCA CGCGC ACAAAT<br>F: CGTACCCTGTAGATCCG
Aja-miR-1	R: GCGCGT GAGCAGGCTGGAGAA ATTAACCA CGCGC ATACTTC<br>F: GCGGTGGAATGTAAAG
Aja-miR-2008	R: GCGCGT GAGCAGGCTGGAGAA ATTAACCA CGCGC TCGTAT<br>F: TCAGCCTCGCTGTCAA
Aja-miR-31-5p	R: GCGCGTGAGCAGGCTGGAGAA ATTAACCA CGCGC AGCTATG<br>F: TAGGCAAGATGTTGGC
Aja-miR-184	R: GCGCGT GAGCAGGCTGGAGAA ATTAACCA CGCGC ACTTATC<br>F: GGTGGACGGAGAACTG
Aja-miR-153	R: GCGCGT GAGCAGGCTGGAGAA ATTAACCA CGCGC CTGTCA<br>F: GGCCTCTCTCTCTCTG
Aja-miR-153-3p	R: GCGCGT GAGCAGGCTGGAGAA ATTAACCA CGCGC AATCAC<br>F: AGTTGCATAGTCACAAAAG
novel-miR-1	R: GCGCGT GAGCAGGCTGGAGAA ATTAACCA CGCGC TCAACA<br>F: GTGGCACGTGACTTTG
novel-miR-2	R: GCGCGT GAGCAGGCTGGAGAA ATTAACCA CGCGC GGATCTG<br>F: CCAAAGAAAGCCTCTAAC
novel-miR-3	R: GCGCGT GAGCAGGCTGGAGAA ATTAACCA CGCGC TTTCAG<br>F: ATCAAAGGTTGAGGGC
Aja-cytochrome b (CYTB)	R: AAAAGGGAAAAGGAAGTGAAG<br>F: TTTCTGAGCCGCAACAGTAATC
universal R primer	GAGCAGGCTGGAGAA

How the deposited data were processed for this re-analysis (not part of the article)

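Small RNAs of the respiratory tree of *Apostichopus japonicus* were sequenced after 3 days at a dissolved oxygen of 2, 4 or 8 mg/L (DO2, DO4 and DO8), with 3 libraries per group, each from the pooled tissue of 3 sea cucumbers. The deposited values are a signal made by the authors: reads were trimmed and filtered, rRNA, tRNA, snRNA and snoRNA reads were removed, the rest was aligned to animal miRNAs of miRBase or passed to a hairpin prediction for miRNAs not yet known, and the reads of each miRNA were scaled with 1 factor per library. The paper's Methods give a division by the clean reads, but the values of a library sum to at least 2029412, which is more than that formula can give, and the source of the factor is not known. The group means of Table 2 are means of the deposited values, so these were analysed as they are. The processing notes name CASAVA 1.5. The values are not counts, and between 65.5% and 81.1% of those in a library are whole numbers of reads (within 0.02 of a read). The tests for counts that had been intended in that case were therefore not used. The worth of 1 read was the multiple of a library's step that brought the predicted miRNAs closest to their reads in Table 1. Reads were worked out from the steps to describe depth, to thin the libraries, for ratios to rRNA reads and between forms of a miRNA, and for the alternative with clean reads as library size. They differ between the groups: 335658 to 1740914 in DO2 and 4681523 to 6024869 in DO4 and DO8. Values listed at 0 in the DO2 libraries are therefore bounded by a smallest listed value of 3.04 to 12.4.

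The 9 files were joined by name and sequence into 475 entries, 186 known and 289 predicted. An entry was tested when it was listed in all 3 libraries of at least 1 group, after the paper's definition of valid miRNAs, which left 90 entries, 84 known and 6 predicted. log2(value + 1) was fitted with limma 3.58.1 in R 4.3.3 (one mean per group, all 9 libraries, moderated variances with a trend), and DO2 against DO8, DO4 against DO8 and DO2 against DO4 were read from the same fit. p values were adjusted after Benjamini and Hochberg and called at an adjusted p under 0.05. The pools of a group are its replicates, so the p values measure differences against the spread between pools kept alike, not between single animals. Single values per library, such as totals and shares, were compared by two-sided exact permutation tests in scipy 1.17.1 (Python 3.11.15, numpy 2.4.6, pandas 2.3.3), whose smallest p is 0.1 for 3 libraries against 3 and 0.0238 for 3 against 6.

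The 26 miRNAs of Table 2 were matched to entries by their group means, which all lay within 0.6 of the printed ones: 16 under the same name and 10 under another. The names of Table 2 are used for these, except that its 3 predicted miRNAs are called the first, the second and the third, after the numbers in their names. Aja-miR-10-5p and Aja-miR-125-5p are Aja-miR-10 and Aja-miR-125 in the files, Aja-let-7a-5p is Aja-let-7a, Aja-miR-71a and Aja-miR-71b are the 19 nt and 21 nt entries of Aja-miR-71, Aja-miR-2835 is Aja-miR-2835-5p, Aja-miR-2478a and Aja-miR-2478b are Aja-miR-2478b-3p and Aja-miR-2478d, Aja-miR-31-5p is Aja-miR-31a-5p and Aja-miR-153 is Aja-miR-153-1-p5. The files also hold other entries named Aja-let-7a-5p, Aja-miR-125-5p, Aja-miR-31-5p, Aja-miR-2478a and Aja-miR-2478b. Those other entries are not meant where these names stand here. The miRNAs named in the text are every miRNA of Table 2 and of the paper's results or discussion, up to 15 more per comparison with the largest change among those past the threshold whose groups do not overlap, the 5 most abundant, and every tested member of a list past the threshold; the values of Table 2 had been seen when this rule was written. Comparisons, tests, lists, the naming rule and most alternatives were fixed before the data were examined.

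Lists of miRNAs were tested with fry, adjusted over all lists and comparisons: the hypoxia-regulated families named in the introduction; echinoderm and hemichordate families; the miR-71 family; the miR-10, miR-100, let-7 and miR-125 families; muscle; nervous system; epithelial, ciliary and sensory miRNAs; entries that resemble fragments of other RNAs; skin ulceration miRNAs; predicted miRNAs; and the higher and the lower miRNAs of Table 2. Lists of digestive tract miRNAs and of vertebrate blood and liver miRNAs had 1 tested member each and were not tested. fry asks whether a list's members move one way and does not compare them with other miRNAs; camera with an estimated correlation, which does, was run beside it. For DO4 against DO8 no list passed in one direction (smallest adjusted p = 0.0748, the miR-10, miR-100, let-7 and miR-125 families).

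The alternatives tried were no filter or a mean value of at least 10, a fit of only the 2 groups compared, the replicate number as a block, values scaled to equal miRNA totals with 0.01, 1 or 10 added, the clean reads of Table 1 as library size, an unadjusted p, the paper's test per miRNA, and each library left out in turn. For counts of miRNAs they were a value of at least 10, each library thinned to 335655 reads and detection in any 1 library. Chosen after seeing the data were the paper's test with unequal variances, a common floor of 12.4, median-ratio factors, and a fit without the 6 miR-6236 and miR-6240 entries.

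The procedure was tested on simulated data with the spread of these libraries, in which 20 of 90 entries were changed in DO2 against DO8. Over 50 draws it recovered 12.8%, 66.8% and 90% of changes of 1, 2 and 4 on the log2 scale, and 7.25%, 3.75% and 5.66% of the calls were false. At an unadjusted p under 0.05 from fry, a changed list was called in 98%, 100% and 100% of the draws and an unchanged one in 4%, 2% and 2%. Entries were drawn independently, with the same spread in every group. The draws therefore do not test fry on correlated entries or on shallower DO2 libraries. Changes near 1 were thus mostly missed at this number of libraries. Target prediction, GO and pathway results and the real-time PCR values were not used here, as they are not in these files, and no genome coordinates were assigned to the miRNAs.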

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

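The tests on ribosomal fragments, on induction and on short forms were chosen only after the results were seen. Given here are miRNAs that the paper does not discuss and that were higher in DO2 than in the control libraries at DO8, and known miRNAs listed only in DO4_3. Explanations are weighed for the miR-6236 and miR-6240 entries among them, and for 5 miRNAs that the paper does discuss.

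Aja-miR-6240, Aja-miR-6240-3p, Aja-miR-6240-5p, Aja-miR-6236-3p and Aja-miR-6236-5p had the largest log2 fold changes in DO2 against DO8 among miRNAs listed in both groups, at 8.35, 7.91, 7.58, 7.42 and 6.43, and Aja-miR-6236 had a lowest DO2 value of 11.0 and was listed at 0 in DO8; together they made up 1.87% ± 1.54 of the miRNA reads in DO2 (SD, n = 3; 3.44%, 1.80% and 0.358%, and 1.08% on average without DO2_1) and 0.0078% in the other libraries (two-sided exact permutation test, p = 0.0238). The tables argue against a rise of these RNAs beyond that of rRNA, since the highest ratio in a DO2 library was 20.2 per 1000 rRNA reads and the highest of the other libraries 21.1. Fragments of ribosomal RNA among the miRNA reads are a candidate explanation: the ratio in DO2 was 1.14 times that in the other libraries (two-sided exact permutation test, p = 0.571; 8.98 to 21.1 over the 9 libraries). It stays open whether the tissue itself held more rRNA fragments under severe hypoxia. The lowest rRNA share of a DO2 library was 9.95 times the highest of the others, but the paper gives a minimum RNA integrity number for the samples and no value per library, so an effect of hypoxia and one of the library preparation cannot be told apart.

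The first and the second predicted miRNA of Table 2 and Aja-miR-2835 were listed in all DO2 libraries and in no other. Fragments of ribosomal RNA among the miRNA reads stay open for all 3: at the DO2 ratio to rRNA reads, at most 1.75 reads would fall in one other library and 5.39, 4.17 and 6.71 in all 6, against 0 listed, while no library listed an entry at 1 read. With 2 reads needed for a listing, the chance that counting alone lists none of the 3 was 0.0064 at the ratio over all DO2 libraries and 0.353 at the lowest ratio of a DO2 library, and these ratios differed by 3.65 to 6.74 times between the DO2 libraries. Induction in severe hypoxia stays open as well, with 0 reads listed in DO4 and DO8, and cannot be told apart from the former because every DO2 library also had the higher rRNA share.

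Aja-miR-1 and Aja-miR-184 are scarce forms of the abundant Aja-miR-1a-3p and Aja-miR-184-3p and had larger differences between DO2 and DO8 than those. For Aja-miR-1 the tables argue against a rise of the miRNA itself by the same amount. Its log2 fold change exceeded that of Aja-miR-1a-3p by 2.29 (standard error 0.62). The log2 difference of Aja-miR-184 exceeded that of Aja-miR-184-3p by 1.41 (standard error 0.68). This is too weak to decide, as Aja-miR-184 did not itself pass and rests on 4.5, 6 and 22.5 reads in DO2. Both standard errors take the forms as independent, although they come from the same libraries. For Aja-miR-1, more shortened forms of abundant miRNAs in the DO2 libraries may contribute: over 7 other pairs of a short and a full form, the log2 ratio was higher in DO2 than in the other 6 libraries by 1.20 on average (two-sided exact permutation test, p = 0.0238), with 6 pairs higher, 3 of them without overlap (0.93 over the 6 pairs listed in every library). As a fold of DO2 over the other libraries, the 7 pairs ranged from 0.875 to 5.86 with a median of 1.37, against 5.26 for Aja-miR-1. A smaller rise of miR-1 stays open, since Aja-miR-1a-3p rose by 0.85, as does the source of Aja-miR-184, which has the length of Aja-miR-184-3p and another last base, and trimming in the tissue was not tested apart from breakage in the libraries.

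Aja-miR-4171-5p had a lowest DO2 value of 7.30 and was listed at 0 in DO4 and DO8. Aja-miR-1973-5p had a lowest DO2 value of 12.4 and was likewise listed at 0 in the other groups. Log2 fold changes of DO2 against DO8 were 4.45 for Aja-miR-235a, 2.55 for PC-3p-13994_163, 2.49 for Aja-miR-92d, 2.24 for Aja-miR-278-3p and 1.41 for Aja-miR-137. DO4_3 listed 42 known miRNAs that no other library listed.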

How the results depend on the processing

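The paper's test with unequal variances, the common floor, median-ratio factors and the fit without the miR-6236 and miR-6240 entries were chosen only after the results were seen. The alternatives that need count models were not run, because the values are not counts; thinning, set for counts, was run on rounded reads. Depth limits what can be said of scarce miRNAs, since the value of 1 read was 6.18 in DO2_1 and 0.556 to 0.598 in DO8.

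Against DO8, 28 miRNAs changed in DO2, and 26 to 32 under other filters, the fit of 2 groups, the replicate block and scaling to equal miRNA totals; against DO4, 28 changed, and 22 to 37. The added floor, factors and smaller fit gave 22 to 26 and 21 to 27. With the clean reads of Table 1 as library size the counts were 65 and 63; miRNAs were 5.55% to 25.8% of the clean reads in DO2 and 76.4% to 91.7% elsewhere. DO4 against DO8 gave 2 miRNAs with only the 2 groups in the fit, 1 with equal miRNA totals and 0.01 added, 1 at an unadjusted p, and 5 with the paper's test at equal or at unequal variances. The latter gave 16 and 11 miRNAs for DO2 against DO4 and called 26 miRNAs of Table 2 each; the cause was not tested, and the test has neither a shared spread nor an adjustment. Leaving out 1 library gave 18 to 32 miRNAs for DO2 against DO8, 0 to 2 for DO4 against DO8 and 22 to 33 for DO2 against DO4, and 12 to 17 miRNAs of Table 2; the lowest, 18 and 12, came without DO8_1. With the replicate number as a block the counts were 26, 0 and 27, with 16 miRNAs of Table 2 and 12 lists; same-numbered libraries correlated at -0.372 to 0.234, so the numbers do not mark pairs.

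Clean reads as library size reversed DO2 against DO8 for Aja-miR-2008 (-0.52), Aja-miR-184 (-0.39), Aja-miR-375-3p (-1.74), Aja-miR-29b-3p (-1.78), Aja-miR-1a-3p (-1.35), Aja-miR-153-3p (-0.54) and Aja-miR-137 (-0.76), and DO2 against DO4 for Aja-miR-2008 (-0.051), Aja-miR-375-3p (-0.99) and Aja-miR-137 (-0.85). Equal miRNA totals with 0.01, 1 or 10 added reversed Aja-miR-2011-3p (0.0131) and Aja-miR-31-5p (0.234 at each). Of the results for named miRNAs, 39 kept their direction and side of the threshold with clean reads, 51 with equal miRNA totals and 1 added, 58 with no filter, 64 with the block, 63 with median-ratio factors and 53 with the common floor. With the paper's test 30 did so at equal variances and 23 at unequal variances, and 29 and 36 calls were lost, among them in both forms those of Aja-miR-235a (0.0751 and 0.139 against DO8) and of the 6 miR-6236 and miR-6240 entries (0.0964 to 0.204).

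Camera with an estimated correlation called 0 lists where fry called 12, adjusted over all lists and comparisons. The miR-10, miR-100, let-7 and miR-125 families reversed against DO8 on the miRNA total (adjusted p = 0.815). With clean reads, muscle miRNAs reversed against DO8 (0.0707) and DO4 (0.102), as did nervous system miRNAs (0.0670 and 0.154). Leaving out 1 library gave 10 to 13 lists, and adjusted p of 0.00786 to 0.118 for muscle miRNAs against DO8 and 0.0115 to 0.116 against DO4, reversed without DO2_3 in both.

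At a value of at least 10, DO4_1 listed 72 miRNAs, DO4_3 87 and DO8_3 65, and 115 known miRNAs were listed; thinning left 103 in DO4_3. Specific to DO8 were 0 miRNAs at a value of at least 10 and 0 after thinning; to DO4, 1 and 2, and 87 with detection in any 1 library; to DO2, 13, 11 and 250. DO4 and DO8 shared 5 after thinning and 29 with any 1 library, DO2 and DO8 shared 0 at a value of at least 10 and 5 with any 1 library, DO2 and DO4 shared 4 after thinning and 16 with any 1 library, and 475 were then listed in all. With clean reads 7 miRNAs of Table 2 were highest in DO2 and 12 in DO8; leaving out 1 library gave 11 to 12 in DO2, 7 to 12 in DO4 and 2 to 8 in DO8. Without the most abundant miRNA the library totals averaged 1165899.7, 1750901 and 1444139 in DO2, DO4 and DO8. Of clean reads that miRNA took 3.62%, 24.9% and 25.1%. With each sequence counted once, 22 nt made up 30.1%, 37.6% and 39.3%. For these the cause was not tested.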

Differences from the paper's values

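The paper's test with unequal variances, the common floor, median-ratio factors and the fit without the miR-6236 and miR-6240 entries were chosen only after the values were seen; all other alternatives named here were set before the data were examined. The paper calls miRNAs at an unadjusted p under 0.05 per miRNA, whereas the counts here use an adjusted p from limma, so the thresholds differ. Here 2 counts are said to differ when one is more than 1.5 times the other, and 2 log2 ratios when they lie more than a standard error apart.

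For Aja-miR-153 the paper's log2 ratio of DO2 to DO4 is 3.3617, and the group means with 0.01 in place of 0 gave 11.20; no alternative applies to this ratio, and the other 77 ratios of Table 2 did not differ. The paper's miRNA reads are 539420, 1063953 and 2841858 in the DO2 libraries, 10541644, 8404678 and 9326745 in DO4 and 10182919, 9740816 and 8056432 in DO8; the reads worked out from the values were 335658, 628808 and 1740914, 6024869, 4795819 and 5319288, and 5720697, 5464012 and 4681523. No alternative applies to these either.

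Higher in DO2 than DO8 were the paper's 7 miRNAs and 21 here. The paper's test with equal variances (9) did not differ; no filter (24), a mean of at least 10 (20), only 2 groups (21), the replicate block (19), equal miRNA totals (27 to 30), clean reads (13) and an unadjusted p (24) did. Lower in DO2 than DO8 were the paper's 12 and 7 here. Only 2 groups (11), an unadjusted p (14) and the paper's test with equal variances (14) did not differ; no filter (7), a mean of at least 10 (6), the block (7), equal miRNA totals (0 to 4) and clean reads (52) did. For DO4 against DO8 the paper gives 3 higher and 2 lower, and here there were 0 and 0; the paper's test with equal variances gave 3 and 2, and all other alternatives set beforehand gave at most 1 of each and differed. Higher in DO2 than DO4 were the paper's 6 and 22 here. The paper's test with equal variances (8) did not differ; no filter (24), a mean of at least 10 (22), only 2 groups (17), the block (22), equal miRNA totals (35 to 36), clean reads (13) and an unadjusted p (25) did. Of Table 2, the paper calls 26 and 17 passed here. Only 2 groups (18), clean reads (21), an unadjusted p (22) and the paper's test with equal variances (26) did not differ; no filter (17), a mean of at least 10 (16), the block (16) and equal miRNA totals (12 to 14) did. The paper's test with unequal variances, chosen after seeing the values, gave 7 and 12, 3 and 2, and 6 and 5 for the 3 comparisons and all 26 miRNAs of Table 2, and dropped 0 of the paper's called miRNAs.

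The paper states that Aja-miR-71-5p rose by PCR and that sequencing went the same way; here its log2 change in DO2 against DO8 was -0.99, and the paper's own Table 2 gives -0.9708. It lists Aja-miR-200-3p among the miRNAs whose PCR followed sequencing, although it reports a rise in DO2 for every miRNA taken to PCR. Here the log2 change of Aja-miR-200-3p was -1.50, with -1.5205 in the paper's Table 2. The sequencing values thus match for both, and their sign is opposite to the reported PCR rise. The paper likewise reports a PCR rise for Aja-miR-125-5p, Aja-miR-10-5p, Aja-miR-2011-3p and Aja-miR-31-5p, whose sequencing means were lower in DO2 than in DO8. The paper gives primers for Aja-miR-2013-3p and none for Aja-miR-2011-3p, so which of them was measured is not known. It states that Aja-miR-184 and the third predicted miRNA of Table 2 were higher in DO2 by sequencing; their means were highest there too, and neither passed against DO8 (adjusted p = 0.133 and 0.0528), though both passed with equal miRNA totals and 1 added (0.0291 and 0.0471). Aja-miR-184 also passed with equal miRNA totals and 10 added (0.00847), not with 0.01 (0.0733), with the paper's test at equal variances (0.0205) and, chosen after seeing the values, at unequal variances (0.0205) and with the common floor (0.00882). The third predicted miRNA also passed with no filter (0.0132), clean reads (0.0184), an unadjusted p (0.0170) and without DO2_1 (2.63e-05), and not with equal miRNA totals and 0.01 (0.0622) or 10 added (0.052). Figure 2 of the paper places fewer miRNAs with DO4 and more with DO8 than the group means did, which were highest in DO2 for 12 miRNAs, in DO4 for 7 and in DO8 for 7.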

Other observations

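In this part, the fits with a common floor were chosen only after the results were seen.

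Several entries listed as known miRNAs, which the paper does not discuss, were higher under severe hypoxia on the deposited scale. Aja-miR-235a had 108 ± 75.9 in DO2 (SD, n = 3), 2.48 ± 2.99 in DO4 and 3.02 ± 1.60 in DO8 (standard error of the log2 fold change against DO8 0.90, adjusted p = 0.0038 from limma). Aja-miR-92d had 168 ± 85.8, 25.4 ± 7.12 and 25.9 ± 5.06 (standard error 0.57, adjusted p = 0.0077); with clean reads as library size its log2 change was 0.27 (adjusted p = 0.616). Aja-miR-235a is the 19 nt form of the 20 nt Aja-miR-92d and stood at 58.5% ± 22.5 of it in DO2 and 9.98% ± 6.90 in the other 6 libraries (SD; two-sided exact permutation test, p = 0.0238). Aja-miR-278-3p, which acts in insect energy balance, had 91.9 ± 53.6, 32.6 ± 22.3 and 17.0 ± 4.55 (standard error 0.68, adjusted p = 0.0306). Its call was lost without DO2_2 (0.0747), DO2_3 (0.0665), DO8_1 (0.0660), DO8_2 (0.0984) or DO8_3 (0.0861) and with clean reads (0.748). Aja-miR-4171-5p had 377, 180.7 and 7.30 in the DO2 libraries, from 61, 56 and 6 reads, where Aja-miR-6236 had 26, 33 and 9 reads. Aja-miR-1973-5p had 12.4, 54.9 and 30.4, from 2, 17 and 25 reads. Raised to a common floor, Aja-miR-4171-5p and Aja-miR-1973-5p had adjusted p of 0.114 and 0.139 against DO8 from limma. At their DO2 ratio to rRNA reads, at most 3.27 and 1.17 reads of them would fall in any 1 other library. Whether they are fragments of ribosomal RNA was not tested.

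In mild hypoxia against normoxia no list passed in one direction. Tested for change in either direction, the higher miRNAs of Table 2 (adjusted p = 0.0044) and the nervous system miRNAs (0.0484) passed, and both hold Aja-miR-153, listed at 0 in DO4.

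Other splits of the libraries were run for each count, with lists adjusted within the 1 comparison that was split. For DO2 against DO8 the real split gave 28 miRNAs and 6 lists, and the highest other split 0 and 0; for DO2 against DO4, 28 miRNAs and 7 lists, and the highest other split 0 and 1; in each case 1 of the 10 splits, the real one, reached the real count. For DO4 against DO8 all 10 splits gave 0 miRNAs and 0 lists. Splits of 3 libraries against 3 are too few for a share under 0.05. For the miRNAs of Table 2, the real grouping gave 17 and the highest of the other drawn groupings 14, so 1 of 100 reached it; as the study chose these miRNAs on the real grouping, this does not decide on chance.

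DO4_3 was the only library to list 42 of the known miRNAs. The largest of the 42 were Aja-miR-14 with 56 reads, Aja-miR-22a with 48 and Aja-miR-263b with 44.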
